# Transcriptomic Analysis Reveals Differential Expression of Genes between Lung Capillary and Post Capillary Venules in Abdominal Sepsis

**DOI:** 10.3390/ijms221910181

**Published:** 2021-09-22

**Authors:** Milladur Rahman, Zhiyi Ding, Carl-Fredrik Rönnow, Henrik Thorlacius

**Keywords:** endothelial cells, lung, RNAseq, inflammation, sepsis

## Abstract

Lung endothelial cell dysfunction plays a central role in septic-induced lung injury. We hypothesized that endothelial cell subsets, capillary endothelial cells (capEC) and post capillary venules (PCV), might play different roles in regulating important pathophysiology in sepsis. In order to reveal global transcriptomic changes in endothelial cell subsets during sepsis, we induced sepsis in C57BL/6 mice by cecal ligation and puncture (CLP). We confirmed that CLP induced systemic and lung inflammation in our model. Endothelial cells (ECs) from lung capillary and PCV were isolated by cell sorting and transcriptomic changes were analyzed by bioinformatic tools. Our analysis revealed that lung capEC are transcriptionally different than PCV. Comparison of top differentially expressed genes (DEGs) of capEC and PCV revealed that capEC responses are different than PCV during sepsis. It was found that capEC are more enriched with genes related to regulation of coagulation, vascular permeability, wound healing and lipid metabolic processes after sepsis. In contrast, PCV are more enriched with genes related to chemotaxis, cell–cell adhesion by integrins, chemokine biosynthesis, regulation of actin filament process and neutrophil homeostasis after sepsis. In addition, we predicted some transcription factor targets that regulate a significant number of DEGs in sepsis. We proposed that targeting certain DEGs or transcriptional factors would be useful in protecting against sepsis-induced lung damage.

## 1. Introduction

Sepsis is a dominating cause of hospital-related mortality all over the world [1]. The management of sepsis patients is largely confined to supportive care which is partly due to an incomplete understanding of the pathophysiology [2]. The annual cost for sepsis is EUR 7.6 billion in Europe [2] and USD 24 billion in USA [3]. The substantial costs and lack of effective therapies in sepsis have urged a more thorough understanding of immune pathology of sepsis in order to develop therapies that will significantly modulate the outcome of the disease. Sepsis usually leads to single organ dysfunction, typically acute lung injury, followed by multiple organ dysfunctions [4]. Lung dysfunction is considered to be an insidious part of sepsis. Under resting conditions, endothelial cells (EC) play a pivotal part in maintaining normal homeostasis. However, during sepsis almost all of the aspects of EC function, including barrier function, vasoregulation and homeostasis, become dysregulated [5,6,7]. One pathophysiological hallmark of sepsis is excessive tissue infiltration of leukocytes and disruption of gaseous exchange [6,7]. We and others have previously shown that leukocyte recruitment into the lung tissue is a multistep process, involving tethering, rolling, firm adhesion and extravascular migration, mediated by specific adhesion molecules expressed on leukocytes and ECs [8,9]. For example, the selectin family of adhesion molecules, including P, E- and L-selectin, supports leukocyte tethering and rolling on vascular ECs in an organ-specific manner [10].

Another hallmark of sepsis is dysfunctional coagulation. It is well known that sepsis-induced mortality is greatly enhanced in the presence of disseminated intravascular coagulation [11]. During inflammation, the vascular endothelium becomes procoagulant and prothrombotic, causing excessive coagulation leading to microcirculatory tissue perfusion failure and organ damage [12,13]. Several therapies targeting EC function, such as recombinant human tissue factor pathway inhibitor, recombinant-activated protein C, recombinant-soluble thrombomodulin, protein C concentrate and heparin have been tested in previous trials, with no significant effect on clinical outcome [5,14]. A possible explanation to this could be that sepsis manifests itself into multiple processes, making the condition difficult to treat by targeting a single process. Additionally, concerns have been raised on the rapid dissemination of knowledge originating from lethal toxin-based animal studies to clinical trials without investigating the pathophysiological aspects further in experimental sepsis models. It is our expectation that a global analysis of adhesion molecules, cytokines and coagulation factors, as well as identification of transcriptional factors involved in dysregulation of EC, will provide unique insight in the chain reactions of sepsis, facilitating the next generation therapeutic regimens in sepsis.

The microvascular bed is composed of small arterioles, capillaries and postcapillary venules with a diameter less than 50 µm [15]. Early studies revealed that there are fundamental structural variations between microvascular beds in different organs primarily in microvascular patterns and capillary ultrastructure. For example, capillaries are fenestrated in the liver and kidney but not in the lung, heart and brain [16]. In the present study, we intended to investigate transcriptional changes and regulation in terms of inflammation, barrier function and coagulation in capEC and PCV of lung microvasculature, in an experimental model of sepsis. Our analysis revealed different transcriptomic changes in specific lung-derived EC and predicted some transcriptional factors that could be targeted in order to protect against sepsis-induced lung damage and dysfunction.

## 2. Results

### 2.1. Lung capEC and PCV Are Transcriptionally Different

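RNA sequencing covered 12 samples of endothelial cells (EC) sorted from mouse lung 4 h after cecal ligation and puncture (CLP) or a sham operation. CLP is a surgical model of abdominal sepsis. The samples formed 4 groups of 3, namely capillary EC (capEC) from sham and CLP mice and EC of post capillary venules (PCV) from sham and CLP mice. Before sorting, the authors enriched EC by depleting cells that carry CD45, a protein of leukocytes, or CD326, a protein of epithelial cells. Libraries were prepared with a stranded kit for low amounts of total RNA and read from both ends. The authors aligned the reads with HISAT2 to the mouse genome GRCm38, counted them per gene with StringTie and deposited the counts without normalization. These counts are whole numbers that StringTie derives from read coverage. How it treated reads that match several genes or the opposite strand is not given in the sources used here. Total counts per sample ranged from 62401374 to 85594459 in sham capEC (median 67002265) and from 64021516 to 74379742 in CLP capEC (median 73539066). In sham PCV they ranged from 57588686 to 65286224 (median 64002857), and in CLP PCV from 32221032 to 71196560 (median 57544023). At least 10 counts were found for 19230 to 22785 genes per capEC sample and for 17237 to 19700 genes per PCV sample. The authors also deposited, for the CLP comparison of each subset, a table of protein-coding genes with counts divided by one DESeq2 size factor per sample and with DESeq2's fold changes and p.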

For transcriptomic analysis of lung EC subsets, we sorted EC subsets using a modified protocol [17] described details in the methods section. We sorted blood capillary and post capillary venular ECs through the use of monoclonal antibodies. 

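The deposited count table held 54510 rows for 54232 gene identifiers. Of these rows, 151 repeated another row exactly and were dropped, and where an identifier had 2 differing rows, they were summed. Each comparison of 2 groups was fitted on its own 6 samples, and genes with a count of 0 in at most 3 of them were tested. CPM are counts relative to the total of a sample, scaled by edgeR's TMM method within the comparison, and each mean is over the 3 samples of a group. A gene was called when its adjusted p in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was under 0.05. Standard errors of log2 fold changes are the ones implied by the F statistic of that test. With 3 samples against 3 there are 10 splits, so an exact two-sided permutation test of a single gene cannot give a p under 0.1. For the same reason the samples of 2 groups do not overlap by chance in 10% of genes not picked for a difference. The paper names genes largely for differences seen in these samples, so that this share is not their chance value. It relates its signature genes of capEC and PCV to earlier work, and whether they were picked on these samples is not stated. For a gene with no count in a whole group, a limit of 3 counts over that group was used, which covers counting error only. Counts of genes "adjusted over the list alone" apply the Benjamini-Hochberg method to the genes the paper names together. Where the study chose those genes on these samples, such counts are not independent evidence. Neither are counts of those genes called by DESeq2, which the authors used on the same samples. Other settings included DESeq2, the tool the authors name, and a model with the replicate number as a block, which was also run with edgeR's bias-adjusted quasi-likelihood. Gene positions are those of GENCODE M21 on GRCm38, matched by identifier.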

The capEC subset was identified as CD31+Icam1+Vcam1- and PCV subset was identified as CD31+Icam1+Vcam1+ (Figure 1A). The identity of capEC and PCV were further confirmed by two other antibody panels where capEC was identified as CD31+Icam1+CD63- and CD31+Ly6c+Vcam1-; PCV was identified as CD31+Icam1+CD63+ and CD31+Ly6c+Vcam1+ (Figure 1B).

Flow cytometry analysis revealed that CD63, a tetraspanin protein linked to leukocyte adhesion and recruitment [18], was low on capEC but high on PCV. Icam1 is known to be expressed to a high degree in capEC and to a low degree in arteries [19]. In peripheral lymph nodes and peyer’s patch, Vcam1 was found to be highly expressed in post capillary venules (known as HECs) but very low or undetectable in capEC [17]. By flow cytometric analysis, we found that lung BECs uniformly expressed Icam1 and Ly6c and use of Vcam1 and CD63 antibodies together with Icam1 or Ly6c antibodies separate lung capEC from PCV. capEC and PCV separation was better using Icam1 and Vcam1 markers than any other combinations, therefore, we sorted ECs (CD31+gp38-) with high expression of Icam1 and low expression for Vcam1 as capEC and ECs with high expression of Vcam1 and Icam1 as PCV. The purity of the sorted capEC was confirmed to be 97.5% (Supplementary Figure S1). 

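In the comparison of sham PCV with sham capEC, *Cd36* (ENSMUSG00000002944, chromosome 5, 17781690 to 17888801) had 3520.3 ± 184.8 CPM (SD, n = 3) in sham capEC and 2137 ± 141.6 CPM in sham PCV. Its log2 fold change of PCV over capEC was -0.72 (standard error 0.18, adjusted p = 0.0807 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 25251 genes). *Nes* (ENSMUSG00000004891, chromosome 3, 87971078 to 87980451) had 537.3 ± 32.5 CPM in sham capEC and 274.7 ± 6.67 CPM in sham PCV, a log2 fold change of -0.97 (standard error 0.17, adjusted p = 0.0218 from the same test). For *Hey1* (ENSMUSG00000040289, chromosome 3, 8663359 to 8667256), the means were 70.3 ± 6.01 CPM in sham capEC and 34.8 ± 8.82 CPM in sham PCV, with a log2 fold change of -1.02 and an adjusted p of 0.071. The smallest of the 4 differences was that of *Notch4* (ENSMUSG00000015468, chromosome 17, 34564268 to 34588503), with 658.4 ± 59.1 CPM in sham capEC and 483.0 ± 13.1 CPM in sham PCV, a log2 fold change of -0.45 and an adjusted p of 0.214. Each of the 4 passed 0.05 when adjusted over the list alone, and *Nes* was the one called over all genes tested. *Nes* lost the call without sham PCV 2 (adjusted p = 0.07), sham capEC 1 (0.0521), sham capEC 2 (0.156) or sham capEC 3 (0.0858). DESeq2 called 3 of the 4, and so did the model with a replicate block, with *Notch4* the exception in both. Over all settings tried, the adjusted p of *Cd36* ranged from 0.000485 to 0.246, that of *Hey1* from 0.00413 to 0.218 and that of *Notch4* from 0.0767 to 0.445.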

Gene expression analysis of sham capEC and PCV revealed that ECs sorted as capEC expressed capillary-specific signature genes, including *CD36, Nes, Hey1* and *Notch4* (Figure 1C). On the other hand, BECs sorted as PCV expressed venule-specific signature genes, including *CD63, Bst1, Tlr4* and *Nr2f2* (Figure 1C), suggesting that sorted capEC and PCV are transcriptionally different as observed by Lee M, et al. [17]. 

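*Bst1* was present at 4.02 ± 0.337 CPM (SD, n = 3) in sham capEC and 154.6 ± 35.1 CPM in sham PCV, a log2 fold change of PCV over capEC of 5.27 (standard error 0.27, adjusted p = 5.7e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Nr2f2* rose from 19.6 ± 4.20 CPM in capEC to 159.4 ± 18.7 CPM in PCV, a log2 fold change of 3.02 (standard error 0.24, adjusted p = 0.000374). *Tlr4* (ENSMUSG00000039005, chromosome 4, 66827584 to 66930284) had 6.19 ± 1.34 CPM in sham capEC and 17.0 ± 5.27 CPM in sham PCV, a log2 fold change of 1.45 (standard error 0.37, adjusted p = 0.0843). The mean of *Cd63* (ENSMUSG00000025351, chromosome 10, 128900989 to 128912822) was 1.82 ± 1.68 CPM in sham capEC and 9.17 ± 1.85 CPM in sham PCV, with a log2 fold change of 2.33 (standard error 0.86, adjusted p = 0.187). Thus 2 of the 4 genes were called over all genes, and they kept the call with any single sample left out. When adjusted over the list alone, all 4 passed 0.05. The groups did not overlap in any of the 4. *Tlr4* was called by DESeq2 and with a replicate block, and *Cd63* with a replicate block but not by DESeq2. The settings tried gave adjusted p from 0.00238 to 0.246 for *Tlr4* and from 0.00149 to 0.322 for *Cd63*. From the signature genes found in each sorted subset, the paper proposes that capEC and PCV differ in their transcriptomes.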

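Principal components of the 6 sham samples were computed on TMM-scaled counts, with values under 1 set to 1, on the log2 scale, and with every gene brought to mean 0 and variance 1. Over 25251 genes, the first component held 32.5% of the variance, and 80.8% of its spread lay between capEC and PCV. The second component held 25.4%, of which 10.9% lay between the subsets. Before that scaling, the root mean square difference over genes between the means of sham capEC and sham PCV was 1.54 on the log2 scale. Within the groups, the samples deviated from their mean by 1.27 in sham capEC and by 1.35 in sham PCV. Such spread alone sets the means of 3 samples apart, and no value for that case was computed.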

Principal component analysis (PCA) showed that biological replicates of capEC and PCV cluster together (Supplementary Figure S2A), suggesting that samples in capEC have similar expression but different than PCV group. 

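Of the genes tested between sham PCV and sham capEC, 523 were called by edgeR's quasi-likelihood test, 302 of them higher in PCV and the others lower. An unadjusted p under 0.05 was reached by 4257 genes. The gene at place 100 by p had a p of 1.55e-05 and a Benjamini-Hochberg adjusted p of 0.00392 in edgeR's quasi-likelihood test. In 3 sets of counts simulated with no gene changed, the same test called 3, 0 and 0 genes. DESeq2 called 1912 genes (866 higher and 1046 lower), and Bonferroni adjustment left 40. The replicate block gave 1579 genes, and 1406 with bias adjustment. Without sham PCV 1 there were 887 genes, without sham capEC 2 there were 205 and without sham capEC 3 there were 265. With any of the other 3 samples left out, the number was between 455 and 554. At least a 2-fold difference was found for 505 of the 523.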

Top 100 DEGs of sham capEC and PCV were displayed in a PCA plot (Supplementary Figure S2B) (*p* ≤ 1.9 × 10^−15^, padj ≤ 2.9 × 10^−13^; > 4-fold difference). 

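The genes with the lowest p that were higher in sham PCV were *Cdh13*, *Bst1*, *Itgb4*, *Cytl1* and *Igfbp5*. *Cytl1* (ENSMUSG00000062329, chromosome 5, 37735519 to 37739820) had 0.532 ± 0.173 CPM (SD, n = 3) in sham capEC and 69.1 ± 15.7 CPM in sham PCV, a log2 fold change of 7.02 (standard error 0.38, adjusted p = 6.09e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Igfbp5* (ENSMUSG00000026185, chromosome 1, 72857932 to 72874884) had 9.99 ± 1.58 CPM in sham capEC and 140.4 ± 14.0 CPM in sham PCV, a log2 fold change of 3.81 (standard error 0.23, adjusted p = 0.000119). Lower in PCV with the lowest p were *Kit*, *Dpp4*, *Gnao1*, *Rcsd1* and *Gm26870*. *Gnao1* (ENSMUSG00000031748, chromosome 8, 93809966 to 93969388) fell from 134.7 ± 47.7 CPM in capEC to 14.0 ± 1.03 CPM in PCV, with a log2 fold change of -3.27 (adjusted p = 0.000557). For *Rcsd1* (ENSMUSG00000040723, chromosome 1, 165646516 to 165709757) it was -2.20 (adjusted p = 0.00135), and for *Gm26870* (ENSMUSG00000097312, chromosome 9, 3000282 to 3038313) it was -5.14 (adjusted p = 0.00167). Of the 100 genes with the lowest p, 91 were among the first 100 of the paper's own list of this comparison, and of the first 500, 456 were shared.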

Top 100 DEGs in sham capEC and PCV in a PCA plot also suggested that lung capEC and PCV are transcriptionally different (Supplementary Figure S2C). For example, capEC were found to be enriched with genes involved in cell proliferation and angiogenesis, such as *Dpp4, Nes, Kitl* and *Kit* (Supplementary Figure S2C). In contrast, PCV were found to be enriched with genes involved in cell adhesion and migration, such as *Bst1, ptk2b, Vwf, Amigo2, Itgb3, Itgb4* and *Cdh13* (Supplementary Figure S2C). 

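*Dpp4* (ENSMUSG00000035000, chromosome 2, 62330073 to 62412231) had 134.8 ± 26.8 CPM (SD, n = 3) in sham capEC and 20.7 ± 2.79 CPM in sham PCV, a log2 fold change of PCV over capEC of -2.70 (standard error 0.23, adjusted p = 0.000557 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Kit* (ENSMUSG00000005672, chromosome 5, 75574916 to 75656722) had 872.5 ± 195.3 CPM in sham capEC and 114.2 ± 23.5 CPM in sham PCV, with a log2 fold change of -2.93 (standard error 0.25, adjusted p = 0.000557). Its ligand gene *Kitl* (ENSMUSG00000019966, chromosome 10, 100015630 to 100100416) had 341.9 ± 57.5 CPM in sham capEC and 85.9 ± 10.1 CPM in sham PCV, with a log2 fold change of -1.99 (standard error 0.21, adjusted p = 0.00167). By p, *Kit* ranked 24, *Dpp4* 28 and *Kitl* 51 among all genes tested, and *Nes* ranked 310. The calls of *Dpp4*, *Kit* and *Kitl* held with any single sample left out, with log2 fold changes from -2.83 to -2.53, from -3.10 to -2.74 and from -2.10 to -1.89.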

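All 7 genes were called and were among the 100 with the lowest p, and the calls held with any single sample left out. *Vwf* (ENSMUSG00000001930, chromosome 6, 125546774 to 125686679) had 1322 ± 341.1 CPM (SD, n = 3) in sham capEC and 17943 ± 4048 CPM in sham PCV, a log2 fold change of 3.76 (standard error 0.29, adjusted p = 0.000369 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Itgb4* (ENSMUSG00000020758, chromosome 11, 115974709 to 116008412) had 17.6 ± 0.562 CPM in sham capEC and 685.1 ± 191.4 CPM in sham PCV, a log2 fold change of 5.28 (standard error 0.28, adjusted p = 5.7e-05). The cadherin gene *Cdh13* (ENSMUSG00000031841, chromosome 8, 118283733 to 119324921) had the lowest p of all genes, with 1.71 ± 0.0842 CPM in sham capEC and 69.7 ± 5.83 CPM in sham PCV and a log2 fold change of 5.35 (standard error 0.25, adjusted p = 5.7e-05). *Ptk2b* (ENSMUSG00000059456, chromosome 14, 66153257 to 66281052) reached a log2 fold change of 2.63 (adjusted p = 0.00273), *Amigo2* (ENSMUSG00000048218, chromosome 15, 97244125 to 97247287) of 3.20 (adjusted p = 0.000374) and *Itgb3* (ENSMUSG00000020689, chromosome 11, 104608000 to 104670476) of 3.07 (adjusted p = 0.00143). *Bst1* lies on chromosome 5 from 43818885 to 43843986 (ENSMUSG00000029082), and its log2 fold change was 5.09 to 5.42 with single samples left out.

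**Figure D1:**
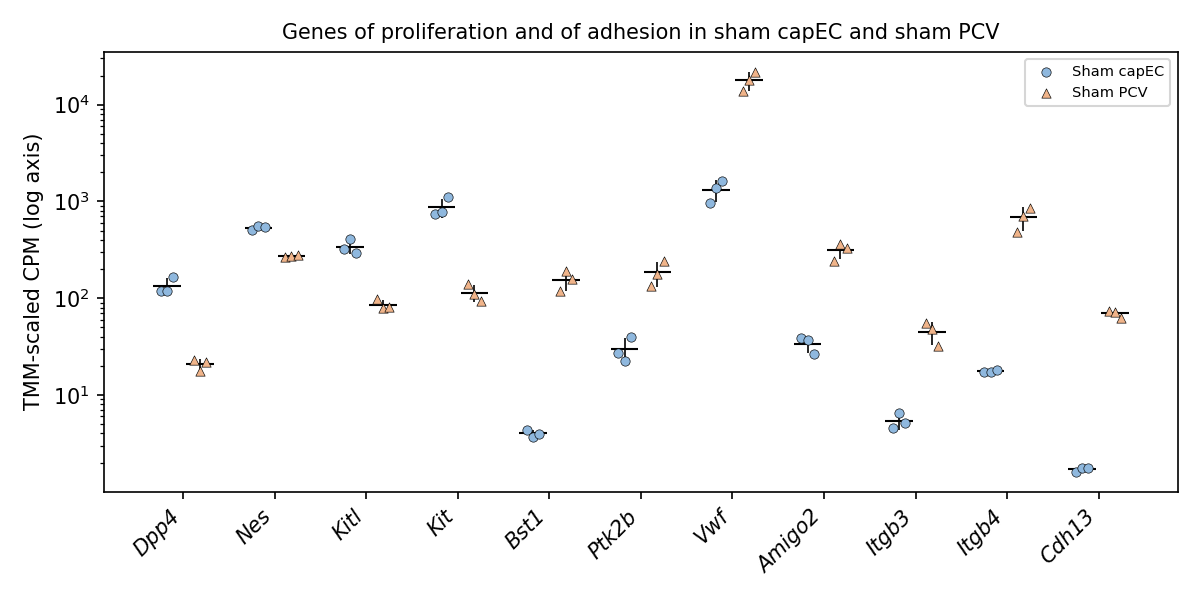
TMM-scaled CPM (log axis) of 11 genes the paper names for sham capEC and sham PCV. Points are the 3 samples of a group, the line is their mean and the bar is the SD; in each gene the points of capEC and PCV do not overlap.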

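*Nr2f2* (ENSMUSG00000030551, chromosome 7, 70351944 to 70366735) ranked 19 by p among the 25251 genes tested between sham PCV and sham capEC. With each sample left out in turn, its log2 fold change stayed between 2.87 and 3.15. Across the 3 samples of each group, its level ranged from 15.4 to 23.8 CPM in capEC and from 147.0 to 181.0 CPM in PCV.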

PCV were also found to be enriched with master venous regulator *Nr2f2* in the top 100 genes.

### 2.2. Sepsis Induces Pulmonary and Systemic Inflammation

To confirm pulmonary and systemic inflammation 4 h after CLP, we performed biochemical and immunological assays. MPO (an indicator of neutrophils) and Mac1 expression on the surface of circulating neutrophils were examined by enzymatic assay and flow cytometry, respectively. We observed that pulmonary MPO activity increased by more than 3-fold in CLP animals (Figure 2A). Flow cytometry analysis revealed that Mac1 expression on circulating neutrophils increased by more than 6-fold in CLP animals (Figure 2B). Moreover, CLP markedly increased pulmonary and plasma formation of Cxcl2 and Il6 (Figure 2C–F), suggesting that 4 h CLP indeed caused clear-cut pulmonary and systemic inflammation.

### 2.3. Differential Gene Expression between capEC and PCV during Sepsis

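Between CLP capEC and sham capEC, edgeR's quasi-likelihood test called 10 of 28280 genes, all 10 higher in CLP, and 2401 genes had an unadjusted p under 0.05. Between CLP PCV and sham PCV, edgeR called 0 of 22251 genes, and 1844 genes had an unadjusted p under 0.05. The smallest adjusted p in PCV was 0.091 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In counts simulated with no gene changed, the test called 4, 5 and 10 genes in capEC and 2, 1 and 2 genes in PCV. When 200 genes were given a log2 change of 2, it called 33.2% of those tested in capEC and 16.1% in PCV. DESeq2 called 514 genes in capEC (346 higher and 168 lower in CLP) and 461 in PCV (341 higher and 120 lower). With no gene changed, DESeq2 called 31 to 72 genes in capEC and 57 to 64 in PCV. The number of capEC genes was 943 with a replicate block (202 with bias adjustment) and 0 with filterByExpr as the filter, where 1913 had an unadjusted p under 0.05. In PCV the block gave 298 genes (242 with bias adjustment). The block has a limit there, since deviations from the group mean correlated at 0.091 between sham PCV 3 and CLP PCV 3. That lies under the 0.1 asked of every same-numbered pair, while the other PCV pairs had 0.259 and 0.333. The capEC pairs had 0.25, 0.148 and 0.108. Limma on the authors' normalized values called 30 genes in capEC and 16 in PCV. The capEC count rose to 32 without CLP capEC 1, to 193 without CLP capEC 2, to 112 without CLP capEC 3 and to 16 without sham capEC 3. Without sham capEC 2 it was 0, with 1692 genes at an unadjusted p under 0.05, and without sham capEC 1 it was 11. In PCV, 25 genes were called without CLP PCV 2, and 0 with any other sample left out.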

Our analysis revealed that, lung EC subsets had differential expression of genes involved in different types of biological functions. In the top 100 DEGs of capEC (sham vs. CLP), we observed expression of genes related to cellular response to lipopolysaccharide (*Cebpb, Cd14, Litaf, Adam9, Acod1, Il6, Icam19*), protein phosphorylation (*Nuak2, Riok3, Smad1, Ccl3, Map2k3, Pim3, Syk*), apoptotic process (*Litaf, Nuak2, Birc3, Tia1, Shb, Tnfaip3*), blood vessel morphogenesis (*Shb, Thbs1, Syk*) and positive regulation of cell extravasation (*Adam8, Icam1, Ptafr*) (Figure 3A and Supplementary Material S1). In contrast, top 100 DEGs of PCV (sham vs. CLP), expressed genes linked to cellular response to lipopolysaccharide (*Wfdc21, Cxcl1, Il10ra, Irak3, Noct, Sod2, Trib1, Litaf*), acute-phase response (*Il6, Serpina3n, Saa3*), positive regulation of tumor necrosis factor production (*Ccl4, Ptafr, Tlr2*), cytokine-mediated cell signaling (*Il1fa, Il6, Irak3, Socs2*), response to hypoxia (*Fosl2, Hif1a, Sod2, Tlr2*) and neutrophil chemotaxis (*Amica1, ccl4, Cxcl1*) (Figure 3B and Supplementary Material S2). 

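Of the genes named, 21 were matched and tested, 20 of them higher and 1, *Tia1*, lower in CLP capEC. No gene of the count table carries the symbol Icam19. *Cebpb* (ENSMUSG00000056501, chromosome 2, 167688915 to 167690418) had 10.2 ± 2.58 CPM (SD, n = 3) in sham capEC and 68.4 ± 18.7 CPM in CLP capEC, a log2 fold change of 2.75 (standard error 0.30, adjusted p = 0.0234 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Birc3* (ENSMUSG00000032000, chromosome 9, 7848699 to 7873186) had 72.6 ± 2.10 CPM in sham capEC and 243.2 ± 65.8 CPM in CLP capEC, a log2 fold change of 1.74 (standard error 0.23, adjusted p = 0.0382). These were the 2 of the 21 genes called over all genes, while all 21 passed 0.05 when adjusted over the list alone and all 21 were called by DESeq2 and with a replicate block (19 with bias adjustment). Without CLP capEC 1, 2 or 3, the number called was 6, 19 and 16, and without sham capEC 1, 2 or 3 it was 1, 0 and 4. Of the 21, 18 were among the 100 genes with the lowest p. *Ccl3* (ENSMUSG00000000982, chromosome 11, 83647844 to 83649355) had no count in sham capEC and 5.54 ± 5.63 CPM in CLP capEC, at least 406-fold higher. Its SD exceeded the mean, so this limit rests largely on the highest CLP capEC sample. The other 19 higher genes had log2 fold changes from 1.22 to 5.62, and *Tia1* had -1.51, with adjusted p from 0.0234 to 0.237 over the 20 genes.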

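The 5 called genes with the lowest p were *Dennd4a*, *Cebpb*, *Zfp46*, *Endou* and *Stx11*. *Dennd4a* (ENSMUSG00000053641, chromosome 9, 64811340 to 64919667) had 31.6 ± 4.55 CPM (SD, n = 3) in sham capEC and 330.2 ± 178.7 CPM in CLP capEC, a log2 fold change of 3.39 (standard error 0.36, adjusted p = 0.0234 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Zfp46* (ENSMUSG00000051351, chromosome 4, 136284683 to 136293942) had 64.6 ± 14.2 CPM in sham capEC and 700.9 ± 424.9 CPM in CLP capEC, a log2 fold change of 3.44 (standard error 0.40, adjusted p = 0.0315). *Endou* (ENSMUSG00000022468, chromosome 15, 97711015 to 97731339) had 21.3 ± 2.09 CPM in sham capEC and 74.4 ± 12.1 CPM in CLP capEC, a log2 fold change of 1.80 (standard error 0.23, adjusted p = 0.0346). *Stx11* (ENSMUSG00000039232, chromosome 10, 12938209 to 12964298) had 2.94 ± 0.867 CPM in sham capEC and 20.5 ± 2.70 CPM in CLP capEC, a log2 fold change of 2.80 (standard error 0.35, adjusted p = 0.0346). Without sham capEC 2, none of the 5 was called, with an adjusted p of 0.0689 for *Dennd4a*, *Cebpb* and *Zfp46*, 0.141 for *Endou* and 0.125 for *Stx11*. *Endou* also lost the call without sham capEC 1 (0.055) or sham capEC 3 (0.0506). *Birc3* lost it without sham capEC 1 (0.0575), sham capEC 2 (0.167) or sham capEC 3 (0.0519).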

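Of the PCV genes named, 18 were tested and all 18 were higher in CLP PCV, with groups that did not overlap. No gene of the count table carries the symbol Il1fa, and *Amica1* is listed under its current symbol *Jaml*. *Sod2* (ENSMUSG00000006818, chromosome 17, 13006846 to 13040063) had 13.9 ± 2.33 CPM (SD, n = 3) in sham PCV and 75.0 ± 24.7 CPM in CLP PCV, a log2 fold change of 2.43 (standard error 0.34, adjusted p = 0.111 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Litaf* (ENSMUSG00000022500, chromosome 16, 10959275 to 11066157) had 51.5 ± 13.4 CPM in sham PCV and 194.8 ± 31.4 CPM in CLP PCV, a log2 fold change of 1.92 (standard error 0.28, adjusted p = 0.121). The neutrophil chemokine gene *Cxcl1* (ENSMUSG00000029380, chromosome 5, 90891241 to 90893115) had 3.33 ± 0.340 CPM in sham PCV and 23.1 ± 11.8 CPM in CLP PCV, a log2 fold change of 2.79 (standard error 0.48, adjusted p = 0.149). Over 16 of the genes, log2 fold changes ranged from 1.33 to 7.65 and adjusted p from 0.111 to 0.3. *Saa3* (ENSMUSG00000040026, chromosome 7, 46711998 to 46715700) had 0.00999 CPM in sham PCV, from no more than 3 counts in the group, and 23.2 ± 33.8 CPM in CLP PCV. *Jaml* (ENSMUSG00000048534, chromosome 9, 45079183 to 45108534) had no count in sham PCV and 2.07 ± 1.80 CPM in CLP PCV, at least 130-fold higher. EdgeR called 0 of the 18 over all genes, although all 18 had an unadjusted p under 0.05 and passed 0.05 when adjusted over the list alone, and DESeq2 called all 18. The replicate block called 18 (15 with bias adjustment). Without CLP PCV 2, edgeR called *Il10ra* (adjusted p = 0.0209) and *Ptafr* (adjusted p = 0.0206). That sample had the lowest level of *Ptprc*, a general leukocyte gene, among the CLP PCV samples. Among the 100 genes with the lowest p were 14 of the 18.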

We compared the top 100 DEGs between capEC (from sham vs. CLP) and PCV (from sham vs. CLP) and found that gene expression between them was different. It was observed that in the top 100 DEGs, capEC and PCV had 37 genes in common (*Adam9, Adamts9, Apobr, Bcl3, Birc3, Cxcl1, Cyp26b1, D10Wsu102e, Dennd4a, Dusp16, Gramd1a, Il6, Litaf, Map3k8, Noct, Nuak2, Osmr, Pfkfb3, Ptafr, Samsn1, Sema4c, Serpina3f,, Serpina3g, Smad1, Smad7, Snx10, Socs2, Sod2, Stx11, Susd6, Thbs1, Tlr2, Tnfaip3, Tnip1, Trib1, Wfdc21, Zfp46*) mainly involved in immune response and apoptosis, whilst 84 genes differed (capEC left panel, PCV right panel, Figure 3C). 

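The log2 fold changes of CLP over sham in capEC and in PCV were compared over the 21531 genes tested in both. Spearman's rho across genes was 0.314 and Pearson's r was 0.298, where genes are not independent replicates. Same-numbered samples of capEC and PCV resembled each other (Pearson's r of deviations from the group mean of 0.101 to 0.373), which can raise both values without any effect of CLP, and no value for that case was computed. With filterByExpr as the filter, which left 18025 genes, rho was 0.399, over protein-coding genes it was 0.416, and with no filter, over 29553 genes, it was 0.142. A difference between the subsets in the effect of CLP was tested directly as an interaction in a model of all 12 samples. EdgeR's quasi-likelihood test called 0 of 29000 genes for this interaction, and 1078 had an unadjusted p under 0.05. These are 3.72% of the genes, no more than that threshold would give with no effect, so their number is no sign of one. DESeq2 called 39 genes for it, 26 with a higher and 13 with a lower log2 fold change in PCV than in capEC. The replicate block gave 3 (0 with bias adjustment), and testing without a filter gave 69. In the blocked fits, F was negative for 1278 genes (797 with bias adjustment), so their counts are less certain. Without sham capEC 1, edgeR called 1 gene, and 0 with any other sample left out.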

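Ranked by p, the first 100 genes of capEC and of PCV shared 31. Unrelated rankings of the 21531 genes would share 0.464, but these rankings are not unrelated, since same-numbered samples resembled each other. DESeq2 gave 30 shared genes, the replicate block 44 and no filter 56. Without CLP capEC 2, without sham capEC 1 or without CLP PCV 2, it was 20, and with any other sample left out it was between 26 and 36. Among the 37 genes named, 35 were higher and 2, *Cyp26b1* and *Smad7*, lower in CLP in both subsets. In capEC, 7 of the 37 were called over all genes, and in PCV edgeR called 0. All 37 had an unadjusted p under 0.05 in both subsets and passed 0.05 when adjusted over the list alone, and DESeq2 called all 37 in both. With a replicate block, all 37 were called in capEC, and 34 with bias adjustment. In PCV the block called 37, and 36 with bias adjustment. There, 1 same-numbered pair fell short of the correlation limit of 0.1. The number called in capEC was 14, 33 and 33 without CLP capEC 1, 2 and 3, and 5, 0 and 9 without sham capEC 1, 2 and 3. In PCV, 6 were called without CLP PCV 2.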

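*Smad7* (ENSMUSG00000025880, chromosome 18, 75367529 to 75395935) had 266.2 ± 49.9 CPM (SD, n = 3) in sham capEC and 69.7 ± 27.3 CPM in CLP capEC, a log2 fold change of -1.93 (adjusted p = 0.0671 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the venules it had 233.3 ± 51.6 CPM in sham PCV and 59.9 ± 3.78 CPM in CLP PCV, a log2 fold change of -1.96 (adjusted p = 0.091). *Cyp26b1* (ENSMUSG00000063415, chromosome 6, 84571414 to 84593908) had log2 fold changes of -2.44 in capEC (adjusted p = 0.14) and -2.23 in PCV (adjusted p = 0.111). In PCV the lowest p of all genes was that of *Samsn1* (ENSMUSG00000022876, chromosome 16, 75858793 to 76022281), with 12.0 ± 2.03 CPM in sham PCV and 162.1 ± 89.5 CPM in CLP PCV and a log2 fold change of 3.76 (adjusted p = 0.091). Leaving out CLP PCV 2 brought *Samsn1*, *Thbs1*, *Ptafr*, *Stx11*, *Dennd4a* and *Tnip1* under the threshold there, with adjusted p from 0.0206 to 0.0289. *Snx10* (ENSMUSG00000038301, chromosome 6, 51523901 to 51590679) rose in capEC by a log2 fold change of 2.44 (adjusted p = 0.0346), *Tlr2* (ENSMUSG00000027995, chromosome 3, 83836272 to 83841767) by 2.98 (adjusted p = 0.0382) and *Sema4c* (ENSMUSG00000026121, chromosome 1, 36548639 to 36558349) by 1.90 (adjusted p = 0.0476). *Snx10* lost its call without sham capEC 2 (adjusted p = 0.119) or sham capEC 3 (0.0506), and *Sema4c* without sham capEC 1 (0.0686) or sham capEC 2 (0.173). *Tlr2* lost it without CLP capEC 1 (0.0558), sham capEC 1 (0.0612), sham capEC 2 (0.167) or sham capEC 3 (0.0696). *Wfdc21* (ENSMUSG00000051748, chromosome 11, 83746940 to 83752642) had no count in sham capEC and 2.30 ± 2.64 CPM in CLP capEC, at least 168-fold higher. Its SD exceeded the mean, so this limit rests largely on the highest CLP capEC sample. The remaining 36 genes had log2 fold changes from 1.24 to 5.62 or from -2.44 to -1.93 in capEC, and the 37 genes had 1.33 to 6.62 or -2.23 to -1.96 in PCV. *Serpina3f* and *Serpina3g* belong to one gene family, and how reads matching both were counted is not known.

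**Figure D2:**
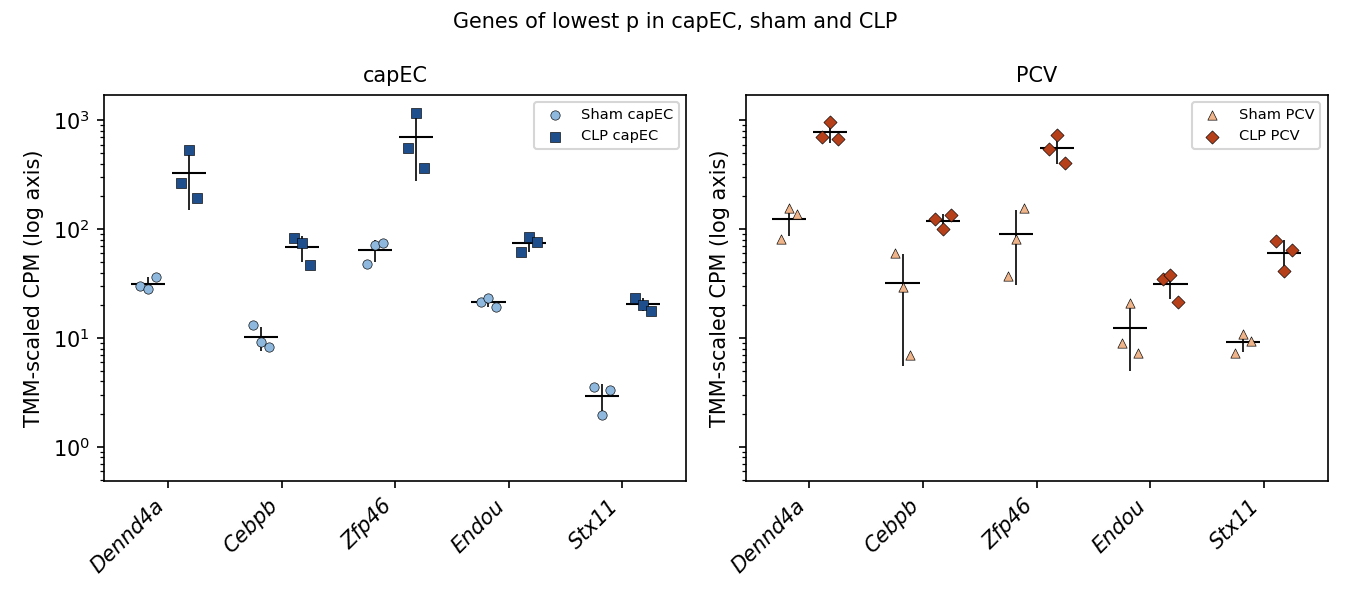
TMM-scaled CPM (log axis) of the 5 genes with the lowest p in capEC (*Dennd4a*, *Cebpb*, *Zfp46*, *Endou* and *Stx11*), in sham and CLP samples of capEC and of PCV. Points are the 3 samples of a group, the line is their mean and the bar is the SD; in capEC the sham and CLP points of each gene do not overlap.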

PCA analysis showed that biological replicates of sham capEC cluster together, same for biological replicates of CLP capEC, sham PCV and CLP PCV (Supplementary Figure S3). 

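Components of all 12 samples were computed over 28999 genes, in the way described for the sham samples. Before each gene was scaled, the samples of a group deviated from the group's mean by a root mean square of 1.46 in CLP capEC and 1.38 in CLP PCV on the log2 scale. The means of sham and CLP differed by 1.18 in capEC and by 1.24 in PCV. Between CLP capEC and CLP PCV the difference was 1.36. Spread within groups of 3 sets their means apart even without an effect, and no value for that case was computed.

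**Figure D3:**
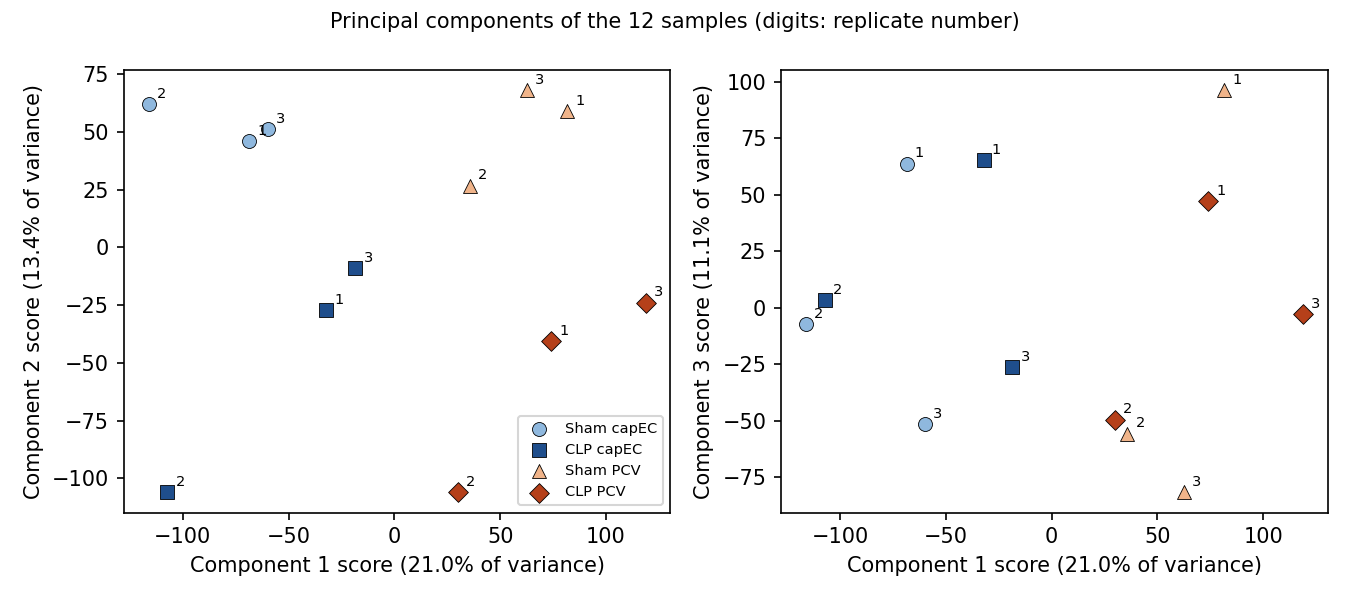
Scores of the 12 samples on components 1 and 2 (left) and 1 and 3 (right), with the share of variance of each component on its axis. Each point is a sample, colored by group; capEC and PCV part along component 1, and sham and CLP along component 2.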

The first principal component (largest difference) separates Sham PCV from CLP PCV, indicating that CLP caused massive transcriptional changes in PCV (Supplementary Figure S3E). 

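The first component held 21.0% of the variance, and 80.6% of its spread lay between capEC and PCV and 2.08% between sham and CLP. Of its spread among the 6 PCV samples alone, 5.65% lay between sham and CLP. That share was 55.1% with the 500 most variable genes, 41.9% without CLP capEC 2, 38.0% without CLP PCV 2, 24.7% without sham PCV 1, and 0.344% to 12.8% with any other sample left out. With the 500 most variable genes instead, the first component held 32.1% of the variance, and 39.4% of it lay between treatments and 21.6% between subsets. Leaving out single samples gave 71.7% to 82.9% between subsets on the first component of all genes.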

Second principal component separates capEC from PCV, indicating endothelial subsets specific transcriptional differences. 

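The second component held 13.4% of the variance, with 76.0% of its spread between sham and CLP and 0.227% between the subsets. Among the capEC samples alone 73.5%, and among the PCV samples alone 78.8%, of its spread lay between sham and CLP. With the 500 most variable genes, 60.9% of the second component lay between subsets and 13.6% between treatments, and of its spread within PCV 70.1% lay between sham and CLP. The share between treatments fell to 17.2% without CLP capEC 2, and it was between 56.6% and 78% with any other sample left out.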

Third principal component (lowest difference) separates sham capEC from CLP capEC, indicating CLP caused relatively less transcriptional changes in capEC (Supplementary Figure S3E). 

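The third component held 11.1% of the variance, and 1.26% of its spread lay between treatments. Within capEC, 2.04% of it lay between sham and CLP. Without CLP capEC 2, where components 2 and 3 held 12.0% and 11.9% of the variance, this share was 80.4%, and 73.2% of the first component's spread in capEC also lay between sham and CLP. With any other sample left out, the share on the third component was between 1.29% and 15.5%. With the 500 most variable genes it was 36.4%, against 45.5% on the first component. When genes were centered but not scaled to equal variance, 60.2% of the third component's spread in capEC lay between sham and CLP.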

We also compared the top 500 genes and found only 185 common genes between capEC and PCV DEGs (not shown), confirming that CLP caused distinct transcriptional changes in capEC and PCV.

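The first 500 genes by p shared 182 between capEC and PCV, all 182 with the same direction. Unrelated rankings would share 11.6, which these, with same-numbered samples that resembled each other, are not. The number was 155 with DESeq2, 247 with a replicate block and 272 with no filter. With single samples left out it ranged from 146 to 185. Of the first 500 genes found here, 409 in capEC and 410 in PCV were among the 500 of the paper's own lists. From the genes not shared, the paper concludes that CLP changed capEC and PCV in distinct ways.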

### 2.4. Distinct Gene Sets and Pathways Enrichment between capEC and PCV

Next, we performed Gene Set Enrichment Analysis (GSEA) using predefined sets of genes based on functional annotation of DEGs. Our analysis revealed discordance between capEC (sham vs. CLP) and PCV (sham vs. CLP). We selected and compared the most significantly enriched signaling pathway, based on the Normalized Enrichment Score (NES) for capEC and PCV, respectively (Figure 4A). Our analysis revealed that sepsis caused higher gene sets enrichment in capEC compared with PCV in the following GO terms: adherens junction organization, angiogenesis, GDP metabolic process, glycoside catabolic process, insulin metabolic process, lipid metabolic process, notch signaling pathway, Wnt signaling pathway, VEGF signaling, plasma membrane tubulation, regulation of coagulation, regulation of vascular permeability and wound healing involved in inflammatory response (Figure 4A). Concurrently, sepsis caused higher gene sets enrichment in PCV in the following GO terms: cell chemotaxis, cell–cell adhesion by cadherins, cell–cell adhesion by integrins, chemokine biosynthesis process, calcium-mediated signaling, negative regulation of blood circulation, negative regulation of plasminogen activation, negative regulation of sodium ion transport, regulation of actin filament process, neutrophil homeostasis and response to prostaglandin (Figure 4A). Three selected gene sets from capEC (Figure 4B) and three from PCV (Figure 4C) are presented to show running enrichment score (RES). Selected DEGs of capEC based on relevant GO terms (Figure 5) and selected DEGs of PCV based on relevant GO terms (Figure 6), were presented as heatmaps.

KEGG pathway enrichment analyses using the top 500 DEGs revealed that both capEC and PCV have similar types of pathway enrichment (Table 1 and Table 2). In the DEGs of capEC, the most enriched pathway was TNF signaling pathway (Top upregulated TNF signaling-related genes were shown in Supplementary Figure S4), followed by NOD-like receptor signaling pathway, Toll-like receptor signaling pathway, apoptosis pathway, NF-kappa B signaling pathway, cytokine-cytokine receptor interaction, MAPK signaling pathway, p53 signaling pathway, TGF-beta signaling pathway and chemokine signaling pathway. In the DEGs of PCV, the most enriched pathway was TNF signaling pathway, followed by NF-kappa B signaling pathway (top upregulated NF-kappa B signaling related genes are shown in Supplementary Figure S5), Toll-like receptor signaling pathway, NOD-like receptor signaling pathway, cytokine-cytokine receptor interaction, apoptosis, cell adhesion molecules, JAK-STAT signaling pathway, HIF-1 signaling pathway and TGF-beta signaling pathway.

Our analysis also revealed that several transcription factors, such as, *Rel* (also known as *cRel*), *Relb, Cebpb, Cebpd, Nfkbia, Nfkbie* and *Myc*, were significantly upregulated in both capEC and PCV (Supplementary Materials S1 and S2). 

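In capEC all 7 genes were higher in CLP, with log2 fold changes from 1.12 (*Cebpd*) to that of *Cebpb*. *Relb* (ENSMUSG00000002983, chromosome 7, 19606217 to 19629438) had 102.3 ± 17.9 CPM (SD, n = 3) in sham capEC and 294.2 ± 113.7 CPM in CLP capEC, a log2 fold change of 1.52 (standard error 0.28, adjusted p = 0.113 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Myc* (ENSMUSG00000022346, chromosome 15, 61985391 to 61990374) had 5.95 ± 1.96 CPM in sham capEC and 28.5 ± 12.0 CPM in CLP capEC, a log2 fold change of 2.26 (standard error 0.39, adjusted p = 0.0865). *Cebpb* was the 1 gene of the 7 called over all genes in capEC, and all 7 passed 0.05 when adjusted over the list alone. DESeq2 and the replicate block called all 7 in capEC, and the block with bias adjustment 5. The number called was 5 without CLP capEC 2, 4 without CLP capEC 3, 0 without sham capEC 2 and 1 with any other sample left out. In PCV the 7 genes were higher in CLP as well, with log2 fold changes from 0.84 to 1.88 and adjusted p from 0.186 to 0.432. *Rel* (ENSMUSG00000020275, chromosome 11, 23736847 to 23770970) had 24.1 ± 6.58 CPM in sham PCV and 69.9 ± 1.75 CPM in CLP PCV, a log2 fold change of 1.54 (standard error 0.29, adjusted p = 0.186). EdgeR called 0 of the 7 in PCV, where all 7 had an unadjusted p under 0.05 and passed it when adjusted over the list alone. DESeq2 called 5 there, not *Relb* and *Cebpb*, and the replicate block called 1, also with bias adjustment. In PCV, 1 same-numbered pair fell short of the correlation limit set for the block. In both subsets, sham and CLP samples did not overlap in any of the 7.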

By use of Qlucore software 3.6 (33) (Qlucore AB, Lund, Sweden) we also predicted some transcription factor targets (TFTs) those found to regulate many DEGs (*p* ≤ 0.05, difference of at least 2-fold) both in capEC and PCV. Our findings suggest that transcription factor such as Crel, NF-kB65, Znf791, Cebpb and miR-649 might regulate most DEGs of capEC during sepsis (Table 3). For example, Crel was found to regulate genes involved in inflammation: *Rel, Relb, Birc3, Bcl3*; regulation of transcription: *Nfkbia, Rel, Relb, Stat6, Tcf7l2*; response to cytokine: *Rel, Relb*; regulation of focal assembly: *S100a10, Sdc4*; regulation of apoptosis: *Nfkbia, Birc3, Ier3, Map3k8, Ube2d3*. 

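Table 3 lists 69 different genes under 5 sets in capEC, of which 64 were tested, after matching human to mouse symbols by spelling. Of these, 53 were higher and 11 lower in CLP capEC, with a median log2 fold change of 0.60. An unadjusted p under 0.05 was reached by 46, and by 20 together with at least a 2-fold change. EdgeR called 2 over all genes, DESeq2 20 and the replicate block 25. The median log2 fold change was 0.74 for the 31 genes of the Crel set, 0.84 for the 30 of NF-kB65, 0.61 for the 8 of Znf791, 1.53 for the 10 of Cebpb and 0.44 for the 13 of miR-649. None of the 13 miR-649 genes had both an unadjusted p under 0.05 and at least a 2-fold change. The sets themselves are not in the data used here, so that their enrichment was not tested.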

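All 12 genes named under Crel were higher in CLP capEC, by log2 fold changes from 0.11 (*Stat6*, adjusted p = 0.983) to 1.84 (*Map3k8*, adjusted p = 0.0731 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Map3k8* (ENSMUSG00000024235, chromosome 18, 4331327 to 4353015) had 82.5 ± 34.8 CPM (SD, n = 3) in sham capEC and 295.8 ± 14.2 CPM in CLP capEC. *Nfkbia* (ENSMUSG00000021025, chromosome 12, 55489410 to 55492647) had 222.4 ± 54.0 CPM in sham capEC and 510.3 ± 65.4 CPM in CLP capEC, a log2 fold change of 1.20 (adjusted p = 0.127). *Bcl3* (ENSMUSG00000053175, chromosome 7, 19808462 to 19822770) had 38.8 ± 18.5 CPM in sham capEC and 133.1 ± 23.4 CPM in CLP capEC, a log2 fold change of 1.78 (adjusted p = 0.108). Of the 12, 10 had an unadjusted p under 0.05 and passed it when adjusted over the list alone, the exceptions being *Stat6* and *Ube2d3*. *Birc3* was the 1 called over all genes, against 8 with DESeq2 and 9 with a replicate block (5 with bias adjustment). Without CLP capEC 1, 2 or 3, 2, 5 and 5 were called, and without sham capEC 1, 2 or 3, 0, 0 and 2.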

In PCV, we found that transcription factors such as Cebpb, Gata6 and several miRs such as miR-4769-3p, miR-362-5p, miR-510, might regulate most DEGs of PCV during sepsis (Table 2). For example, Gata6 was found to regulate genes involved in transcription process: *Bcl6, Ctcf, Gpbp1, Lhx6, Smad5, Fosl2, Sall2*; nodal signaling pathway: *Tgif1, Tgif2*; Atypical chemokine receptor: *Ackr1* that acts as chemokine receptor for Ccl2, *Ccl5, Ccl7, Ccl11, Cxcl5, Cxcl6, Il8* (human)/*Cxcl2* (mouse); regulation of ubiquitination: *Mid1* (E3 ubiquitin-protein ligase midline-1) that regulates innate immune response via NF-kB signaling.

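The sets listed for PCV hold 56 different genes, of which 55 were tested, 50 of them higher and 5 lower in CLP PCV. Their median log2 fold change was 0.90. An unadjusted p under 0.05 was reached by 37, and by 24 with at least a 2-fold change as well. Over all genes, 0 of the 55 were called by edgeR, while DESeq2 called 22 and the replicate block 12. By set, the median log2 fold change was 0.86 for the 30 genes of Gata6, 1.50 for the 9 of Cebpb, 0.62 for the 7 of miR-4769-3p, 0.94 for the 12 of miR-362-5p and 0.85 for the 4 of miR-510.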

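The 11 genes that were matched under Gata6 split into 8 higher and 3 lower in CLP PCV. *Fosl2* (ENSMUSG00000029135, chromosome 5, 32135801 to 32157842) had 158.4 ± 52.9 CPM (SD, n = 3) in sham PCV and 450.7 ± 67.9 CPM in CLP PCV, a log2 fold change of 1.51 (standard error 0.30, adjusted p = 0.205 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Bcl6* (ENSMUSG00000022508, chromosome 16, 23965052 to 23988852) had 10.2 ± 2.86 CPM in sham PCV and 31.8 ± 3.60 CPM in CLP PCV, a log2 fold change of 1.64 (standard error 0.33, adjusted p = 0.212). *Ackr1* (ENSMUSG00000037872, chromosome 1, 173331886 to 173333750) had 0.582 ± 0.304 CPM in sham PCV and 8.26 ± 8.52 CPM in CLP PCV, a log2 fold change of 3.82 (standard error 0.90, adjusted p = 0.275), which fell to 2.55 without CLP PCV 2. *Mid1* (ENSMUSG00000035299, chromosome X, 169685199 to 170005736) had 54.3 ± 17.4 CPM in sham PCV and 200.3 ± 113.1 CPM in CLP PCV, a log2 fold change of 1.88 (standard error 0.43, adjusted p = 0.27). The lower genes were *Ctcf* (-0.68), *Lhx6* (-1.30) and *Sall2* (-1.37). *Gpbp1*, *Smad5* and *Tgif2* had log2 fold changes of 0.43, 0.27 and 0.54, with an unadjusted p above 0.05. By edgeR, 0 of the 11 were called over all genes, while 8 had an unadjusted p under 0.05 and passed it when adjusted over the list alone. DESeq2 called 5, namely *Bcl6*, *Lhx6*, *Fosl2*, *Ackr1* and *Mid1*. The replicate block called 5 of the 11 (4 with bias adjustment).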

### 2.5. Validation by qRT-PCR

To identify possible technical artifacts in our RNAseq data and to investigate whether the tissue processing for single-cell preparation have any impact on gene expression, we performed qRT-PCR of six randomly selected genes (*Icam1, Pim1, Enc1, Selp, Mid1* and *Il6*) in freshly collected lung samples. The qPCR results showed that all selected genes consistently changed in the lung samples of CLP animals (Figure 7).

## 3. Discussion

Despite significant investigational efforts, sepsis remains a major health-care concern with a high mortality rate in intensive care units [20]. The treatment of sepsis is largely supportive apart from antibiotic therapies. Several promising anti-inflammatory and anti-coagulant drugs have failed to improve septic survival in clinical trials [5,14,21]. The reason could be that sepsis turns itself into a multiple process making the therapeutic process difficult to treat with a single target. Hence, in the present study, we investigated global expressional changes in lung EC subsets during sepsis for the first time. We identified several groups of DEGs and pathways in capEC and PCV in sepsis, including genes involved in innate immune response, regulation of vascular permeability, regulation of coagulation, respiratory gaseous exchange, EC apoptosis, cell chemotaxis, cellular junction organization, protein transport and relevant signaling pathways. We also identified several transcription factors and miRNAs which could be targeted to reduce global inflammatory and metabolic changes in sepsis.

Our analysis revealed that sorted sham lung capEC and PCV expressed distinct signature gene sets. We observed that lung capEC are highly enriched with *Cd36, Hey1, Notch4* and progenitor marker, such as, *Nes*, while in PCV, we observed high expression of *CD63, Bst1, Tlr4* and *Nr2f2* genes. These observations are in line with two other studies showing that in lymphoid tissue capEC and venous high EC express distinct signature genes [17,19]. 

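Among genes that the paper assigns to capEC, *Apln* (ENSMUSG00000037010, chromosome X, 48025146 to 48034853) had 20.7 ± 2.94 CPM (SD, n = 3) in sham capEC and 3.11 ± 1.22 CPM in sham PCV, a log2 fold change of PCV over capEC of -2.74 (standard error 0.39, adjusted p = 0.00747 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cd34* (ENSMUSG00000016494, chromosome 1, 194938819 to 194961279) had 201.1 ± 30.9 CPM in sham capEC and 88.3 ± 16.8 CPM in sham PCV, a log2 fold change of -1.19 (standard error 0.22, adjusted p = 0.0263). *Rab31* (ENSMUSG00000056515, chromosome 17, 65651729 to 65772752) had 26.5 ± 2.58 CPM in sham capEC and 9.40 ± 1.94 CPM in sham PCV, a log2 fold change of -1.50 (standard error 0.28, adjusted p = 0.0291). *Acvrl1* (ENSMUSG00000000530, chromosome 15, 101128522 to 101145336) had 3304 ± 380.3 CPM in sham capEC and 1975 ± 532.6 CPM in sham PCV, a log2 fold change of -0.74 (adjusted p = 0.146). The log2 fold change of *Nprl3* was -0.87 (adjusted p = 0.117) and that of *Rsc1a1* was -0.41 (adjusted p = 0.615). *Casr* and *Fga* had no count in sham PCV and 0.384 ± 0.221 and 0.249 ± 0.110 CPM in sham capEC, so that they were at least 24.1-fold and 15.6-fold lower in PCV. With *Hey1*, these are 9 genes, all lower in PCV, of which 3 were called over all genes and 8, all but *Rsc1a1*, passed 0.05 when adjusted over the list alone. DESeq2 called 6 of the 9, and so did the replicate block (5 with bias adjustment). *Cd34* lost its call without sham PCV 2 (adjusted p = 0.0688), sham capEC 1 (0.0679) or sham capEC 2 (0.106). *Rab31* lost it without sham PCV 2 (0.0763), sham capEC 1 (0.0514), sham capEC 2 (0.136) or sham capEC 3 (0.0928).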

We found that capEC are enriched with genes involved in specialized functions, such as, vasculogenesis: *Acvrl1, Cd34*; artery morphogenesis: *Hey1, NPRL3*; plasma membrane transport: *Rab31, Rsc1a1*; and regulation of blood circulation: *Apln, Casr, Fga*. In contrast, PCV was enriched with genes involved in leukocyte trafficking: *Bst1, Vcam1, Jam1*; and cytokine secretion process: *Il33, Il6, Lbp*. However, both capEC and PCV were highly enriched with genes related to coagulation: *Cd36, Fga, Fibp, Prkce*; and *Anxa5, Gata6, Prkg1, Vwf, Sh2B2*, respectively. 

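*Vcam1* (ENSMUSG00000027962, chromosome 3, 116109949 to 116129688), whose protein was used to sort the subsets, had 6.46 ± 4.81 CPM (SD, n = 3) in sham capEC and 388.6 ± 351.5 CPM in sham PCV, a log2 fold change of 5.91 (standard error 0.87, adjusted p = 0.009 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which fell to 4.89 without sham PCV 3. *Il33* (ENSMUSG00000024810, chromosome 19, 29925114 to 29960718) had 0.768 ± 0.221 CPM in sham capEC and 13.0 ± 1.42 CPM in sham PCV, a log2 fold change of 4.08 (standard error 0.44, adjusted p = 0.00193). *Il6* (ENSMUSG00000025746, chromosome 5, 30013114 to 30019981) had 0.983 ± 0.151 CPM in sham capEC and 7.56 ± 1.57 CPM in sham PCV, a log2 fold change of 2.94 (standard error 0.48, adjusted p = 0.0149). *Lbp* (ENSMUSG00000016024, chromosome 2, 158306493 to 158332852) had 56.4 ± 11.1 CPM in sham capEC and 239.8 ± 55.8 CPM in sham PCV, a log2 fold change of 2.09 (standard error 0.25, adjusted p = 0.00291). *Jam1* was read as *F11r* (ENSMUSG00000038235, chromosome 1, 171437535 to 171464603) and had 49.2 ± 5.91 CPM in sham capEC and 50.5 ± 8.77 CPM in sham PCV. Its log2 fold change of 0.04 (adjusted p = 0.967) was smaller than its standard error of 0.22. With single samples left out, that of *F11r* ranged from -0.14 to 0.14 and was negative without sham PCV 3 (-0.14), sham capEC 1 (-0.03) or sham capEC 2 (-0.03). The other 5 genes were called over all genes and also passed 0.05 when adjusted over the list alone. *Vcam1* lost its call without sham capEC 2 (adjusted p = 0.0577), and *Il6* without sham capEC 2 (0.0886) or sham capEC 3 (0.0627).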

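*Prkce* (ENSMUSG00000045038, chromosome 17, 86167785 to 86657919) had 224.6 ± 27.4 CPM (SD, n = 3) in sham capEC and 98.7 ± 8.33 CPM in sham PCV, a log2 fold change of PCV over capEC of -1.19 (standard error 0.19, adjusted p = 0.013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Fibp* had a log2 fold change of -0.77 (adjusted p = 0.18) and was called by DESeq2. Among the PCV genes, *Gata6* (ENSMUSG00000005836, chromosome 18, 11052064 to 11085635) had 10.1 ± 2.14 CPM in sham capEC and 40.2 ± 9.51 CPM in sham PCV, a log2 fold change of 2.00 (standard error 0.29, adjusted p = 0.00881). *Prkg1* (ENSMUSG00000052920, chromosome 19, 30564489 to 31765033) had 21.0 ± 1.63 CPM in sham capEC and 63.0 ± 8.74 CPM in sham PCV, a log2 fold change of 1.58 (standard error 0.22, adjusted p = 0.00664). *Sh2b2* (ENSMUSG00000005057, chromosome 5, 136218147 to 136246556) had 3.21 ± 0.344 CPM in sham capEC and 13.4 ± 5.01 CPM in sham PCV, a log2 fold change of 2.06 (standard error 0.40, adjusted p = 0.0327). *Anxa5* had a log2 fold change of 0.79 (adjusted p = 0.0815) and was called by DESeq2. Of the 9 genes of coagulation, 5 were called over all genes, 9 passed 0.05 when adjusted over the list alone, 8 were called by DESeq2 and 7 with a replicate block (6 with bias adjustment). *Prkce* lost its call without sham capEC 2 (adjusted p = 0.0876) and *Prkg1* without sham capEC 2 (0.0549). *Sh2b2* lost it without sham PCV 3 (0.107), sham capEC 1 (0.0872), sham capEC 2 (0.156) or sham capEC 3 (0.112).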

Based on the differences we observed in sham capEC and PCV, we anticipated that the responses would be different during sepsis.

Lung microvessels are not only involved in transportation of nutrients and oxygen into tissues, but also actively involved in interactions with circulating cells (i.e., leukocytes, platelets, etc.), as well as secretion of mediators into the circulation and local tissues [14]. Our analysis revealed that sepsis caused upregulation or downregulation of the set of genes involved in regulation of membrane permeability, gaseous exchange, cellular junction, cytokine production, leukocyte migration, cell apoptosis, actin polymerization and protein transport across plasma membrane. A hallmark of sepsis is exudation of fluid and proteins from the intravascular space into the extravascular space of the lung. Experimental sepsis studies suggest that loss of fluid from blood vessels is caused by the breakdown of EC barrier function [22,23] and/or direct EC injury [24]. In the present study, we observed significant upregulation of genes, such as, *Bnip3, naif1, Tb53bp1* and *Ywhaz*, and downregulation of genes, such as *Casp8, Spg7, Acaa2, Hip1r* and *Ywhaq*, in capEC related to vascular permeability. 

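*Bnip3* (ENSMUSG00000078566, chromosome 7, 138890836 to 138909519) had 15.9 ± 4.90 CPM (SD, n = 3) in sham capEC and 28.0 ± 7.95 CPM in CLP capEC, a log2 fold change of 0.81 (standard error 0.32, adjusted p = 0.503 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Naif1* had a log2 fold change of 0.75 (adjusted p = 0.666) and *Ywhaz* of 0.33 (adjusted p = 0.709). No gene of the count table carries the symbol Tb53bp1, and of the genes with similar names *Trp53bp1* had a log2 fold change of -0.51 (adjusted p = 0.559) and *Trp53bp2* of 0.33 (adjusted p = 0.801). Among the genes named as lower, *Casp8* had a log2 fold change of -0.50 (adjusted p = 0.515), *Spg7* of -0.49 (adjusted p = 0.63), *Hip1r* of -0.23 (adjusted p = 0.879) and *Ywhaq* of -0.48 (adjusted p = 0.513). Counting *Acaa2* and both genes with similar names, edgeR called 0 of 10 genes over all genes and DESeq2 called 0 as well. An unadjusted p under 0.05 was reached by 5 of the 10, and 0 passed 0.05 when adjusted over the list alone.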

Notably, Bnip3 (Bcl2 interacting protein 3) has been shown to regulate human microvascular EC death [25] and overexpression of Naif1 (Nuclear apoptosis-inducing factor 1) has been reported to increase apoptosis of cancer cells [26]. Taken together, these studies support our finding that both Bnip3 and Naif1 are involved in EC death and permeability in sepsis. 

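*Acaa2* (ENSMUSG00000036880, chromosome 18, 74779197 to 74806208) had 8.40 ± 0.544 CPM (SD, n = 3) in sham capEC and 4.23 ± 0.988 CPM in CLP capEC. Its log2 fold change was -0.99 (standard error 0.37, adjusted p = 0.491 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between -1.10 and -0.78 with each sample left out in turn.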

From the downregulated gene sets, we found downregulation of *Acaa2* (Acetyl-CoA acyltransferase 2), which is known to inhibit mammary epithelial cell apoptosis [27], thus downregulation of *Acaa2* during sepsis may increase apoptosis of capEC. EC permeability was related to other genes, such as, *Cldn5* (claudin 5) and *Pecam-1*/CD31 (platelet EC adhesion molecule), also significantly upregulated in septic capEC, suggesting that sepsis induces gene expression related to capillary permeability. 

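*Cldn5* (ENSMUSG00000041378, chromosome 16, 18776847 to 18778262) had 241.3 ± 10.0 CPM (SD, n = 3) in sham capEC and 153.8 ± 24.7 CPM in CLP capEC, a log2 fold change of CLP over sham of -0.65 (standard error 0.19, adjusted p = 0.375 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Pecam1* (ENSMUSG00000020717, chromosome 11, 106654217 to 106750628) had 4883 ± 355.0 CPM in sham capEC and 4058 ± 280.9 CPM in CLP capEC, a log2 fold change of -0.27 (standard error 0.19, adjusted p = 0.826). In both genes every CLP sample lay below every sham sample, and with single samples left out the log2 fold changes ranged from -0.77 to -0.50 and from -0.34 to -0.19. EdgeR and DESeq2 called 0 of the 2 over all genes, 1 (*Cldn5*) had an unadjusted p under 0.05 and also passed it when adjusted over the list alone, and the replicate block called *Cldn5* as lower (adjusted p = 0.0469). With bias adjustment the block did not call it (adjusted p = 0.192), and over all settings tried the adjusted p ranged from 0.0469 to 0.874.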

Although the function of other differentially expressed genes are not investigated in sepsis yet, it could be hypothesized that they all act in concurrence to damage microvessels during sepsis. Increase in protein and water transport during sepsis could also occur due to increase in transcellular transport and disruption of adherens junction [28]. 

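Of 11 genes of junctions and of protein transport, all 11 were lower in CLP capEC. The largest change was that of *Smad7*, and without it the log2 fold changes were -0.83 for *Nectin1*, -0.78 for *Kcnk6*, -0.60 for *Dlg5*, -0.49 for *Ctnnd1*, -0.48 for *Efnb2* and -0.45 for *Add1*. They were -0.29 for *Ano6*, -0.22 for *Dnm2*, -0.19 for *App* and -0.18 for *Slmap*. *Ctnnd1* (ENSMUSG00000034101, chromosome 2, 84600071 to 84650765), the gene of an adherens junction protein, had 5274 ± 913.4 CPM (SD, n = 3) in sham capEC and 3759 ± 494.4 CPM in CLP capEC (standard error of its log2 fold change 0.21, adjusted p = 0.552 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). EdgeR called 0 of the 11 over all genes, 6 had an unadjusted p under 0.05, and 1, *Smad7*, passed 0.05 when adjusted over the list alone. *Smad7* was also the 1 gene that DESeq2 and the replicate block called, with adjusted p from 8.31e-17 to 0.167 over all settings tried. It was called without CLP capEC 1 (adjusted p = 0.0487), CLP capEC 2 (0.0114), CLP capEC 3 (0.00226) or sham capEC 1 (0.0344). *Nectin1* was taken for the name Nectin7 and *Dnm2* for Dmn2, which no gene of the count table carries. The reading of Nectin7 could not be settled.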

In fact, in our data, we have observed downregulation of genes related to both adherens junction organization (*Smad7, Nectin7, Dlg5, Add1, ctnnd1, Efnb2*) and genes related to regulation of protein transport (*App, Dmn2, Ano6, Kcnk6, Slmap*). In addition, a large number of genes related to actin polymerization were changed during sepsis in the present study. This notion is supported by the fact that actin polymerization is a key regulator of EC gap formation and permeability during inflammation [29]. We also observed differential expression of genes related to Notch, Wnt and Hippo signaling. These observations are also in line with other studies showing that all these signaling pathways are involved in sepsis-induced lung inflammation [30,31,32]. Similar to capEC of lymph nodes [19], lung capEC in this study is also found to be featured with proangiogenic genes. Hence, sepsis caused downregulation of proangiogenic genes such as *Vegfa, Nrarp, Jcad* and upregulation of the anti-angiogenic gene *Thbs1*, indicating that the proliferative function of capEC might be disrupted in sepsis.

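*Vegfa* (ENSMUSG00000023951, chromosome 17, 46016993 to 46032369) had 1570.1 ± 583.7 CPM (SD, n = 3) in sham capEC and 908.0 ± 146.8 CPM in CLP capEC, a log2 fold change of -0.79 (standard error 0.27, adjusted p = 0.441 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Nrarp* (ENSMUSG00000078202, chromosome 2, 25180758 to 25183339) had 10.5 ± 2.54 CPM in sham capEC and 4.68 ± 1.04 CPM in CLP capEC, a log2 fold change of -1.17 (standard error 0.37, adjusted p = 0.403). *Jcad* (ENSMUSG00000033960, chromosome 18, 4634878 to 4682869) had 151.7 ± 29.6 CPM in sham capEC and 112.2 ± 9.82 CPM in CLP capEC, a log2 fold change of -0.44 (standard error 0.21, adjusted p = 0.617). *Thbs1* (ENSMUSG00000040152, chromosome 2, 118111876 to 118127133) had 40.1 ± 15.5 CPM in sham capEC and 177.0 ± 123.2 CPM in CLP capEC, a log2 fold change of 2.14 (standard error 0.48, adjusted p = 0.19). Over all genes, 0 of the 4 were called by edgeR, and 3, all but *Jcad*, had an unadjusted p under 0.05 and passed it when adjusted over the list alone. DESeq2 called *Thbs1*, and the replicate block called 2 of the 4 (1 with bias adjustment). *Thbs1* was called by edgeR without CLP capEC 2 (adjusted p = 0.00156), and its adjusted p over all settings tried was 5.89e-14 to 0.533. In all 4 genes sham and CLP samples did not overlap.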

Moreover, circulatory monocytes and endothelial tissue play a key role in regulating blood coagulation and hemostasis [33,34,35]. We found that CLP caused upregulation of genes, such as *Prkcd, Nfe2l2, Fcer1g* and *Syk* and downregulation of genes, such as *Edn1, Ano6* and *Tepan8*, which are closely linked to the coagulation cascade. Most of these genes, involved in coagulation, have not been examined in models of sepsis previously. Furthermore, plasminogen activator inhibitor-1 (Pai-1) is known to regulate fibrinolysis by inhibiting tissue plasminogen activator (tPA) and an increase in Pai-1 is associated with fibrin deposition in the lung [36]. 

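*Syk* (ENSMUSG00000021457, chromosome 13, 52583173 to 52648792) had 15.9 ± 4.24 CPM (SD, n = 3) in sham capEC and 64.1 ± 34.8 CPM in CLP capEC, a log2 fold change of 2.01 (standard error 0.39, adjusted p = 0.135 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Fcer1g* (ENSMUSG00000058715, chromosome 1, 171229572 to 171234365) had 1.00 ± 1.10 CPM in sham capEC and 15.1 ± 15.4 CPM in CLP capEC, a log2 fold change of 3.92 (standard error 0.96, adjusted p = 0.24), which fell to 2.67 without CLP capEC 1. *Edn1* (ENSMUSG00000021367, chromosome 13, 42301476 to 42307990) had 46.4 ± 10.3 CPM in sham capEC and 23.5 ± 4.90 CPM in CLP capEC, a log2 fold change of -0.98 (standard error 0.26, adjusted p = 0.288). *Prkcd* had a log2 fold change of 1.10 (adjusted p = 0.395), *Nfe2l2* of 0.91 (adjusted p = 0.39) and *Tspan8* of -0.80 (adjusted p = 0.383). By edgeR, 0 of the 7 were called over all genes, and 6, all but *Ano6*, had an unadjusted p under 0.05 and passed it when adjusted over the list alone. DESeq2 called 3 (*Fcer1g*, *Syk* and *Edn1*), and the replicate block called 6 (2 with bias adjustment). Without CLP capEC 2, edgeR called *Syk* (adjusted p = 0.00138) and *Fcer1g* (0.00945), and without CLP capEC 3 it called *Prkcd* (0.0345). Over all settings tried the adjusted p of *Syk* was 5.14e-10 to 0.735 and that of *Edn1* was 0.0101 to 0.574.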

In our data, we observed an increase in *Serpine1* (gene responsible for Pai-1 production), suggesting that profibrinolytic properties of capEC is also disrupted and coagulation cascade might be activated, during sepsis. Although gene enrichment analysis revealed that response of capEC in terms of coagulation is higher than PCV, PCV also expressed a significant number of coagulation related genes. For example, we observed a significant increase in genes encoding *F2rl2, F5, Thbs1, Serpind1* in lung PCV, suggesting that both PCV and capEC are important for coagulation cascade activation in sepsis.

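*F5* (ENSMUSG00000026579, chromosome 1, 164151838 to 164220277) had 3.95 ± 0.369 CPM (SD, n = 3) in sham PCV and 22.0 ± 6.36 CPM in CLP PCV, a log2 fold change of 2.48 (standard error 0.38, adjusted p = 0.141 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Thbs1* had 72.7 ± 24.3 CPM in sham PCV and 563.5 ± 325.9 CPM in CLP PCV, a log2 fold change of 2.95 (standard error 0.51, adjusted p = 0.149). *Serpind1* (ENSMUSG00000022766, chromosome 16, 17331371 to 17343575) had no count in sham PCV and 0.716 ± 1.03 CPM in CLP PCV, at least 45.0-fold higher. Its SD exceeded the mean, so this limit rests largely on the highest CLP PCV sample. *F2rl2* (ENSMUSG00000021675, chromosome 13, 95696853 to 95702739) had 0.00999 CPM in sham PCV, from no more than 3 counts in the group, and 0.538 ± 0.490 CPM in CLP PCV. EdgeR called 0 of the 4 over all genes, but all 4 had an unadjusted p under 0.05 and passed it when adjusted over the list alone, and DESeq2 called 3, not *F2rl2*. The replicate block called 2 of the 4, also with bias adjustment. Without CLP PCV 2, *Thbs1* was called (adjusted p = 0.0206).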

Moreover, activation and dysfunction of microvascular EC occur as a result of exposure to pathogens and inflammatory mediators, as well as by adherent leukocytes and platelets [37,38]. In response to pathogens or damage associated molecular patterns (DMAPs), EC secrete cytokines and chemokines [39]. 

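In CLP PCV, *Tnfrsf1b* (ENSMUSG00000028599, chromosome 4, 145213463 to 145246870) was higher than in sham PCV, with 9.66 ± 4.73 CPM (SD, n = 3) in sham PCV and 41.9 ± 19.8 CPM in CLP PCV and a log2 fold change of 2.12 (standard error 0.49, adjusted p = 0.271 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Il6* had 7.33 ± 1.50 CPM in sham PCV and 52.9 ± 29.2 CPM in CLP PCV, a log2 fold change of 2.85 (standard error 0.48, adjusted p = 0.149). *Cxcl2* (ENSMUSG00000058427, chromosome 5, 90903871 to 90905938) had 9.58 ± 11.4 CPM in sham PCV and 166.5 ± 165.8 CPM in CLP PCV, a log2 fold change of 4.12 (standard error 1.09, adjusted p = 0.323), which fell to 2.97 without CLP PCV 1. *Ccl3* had 0.133 ± 0.205 CPM in sham PCV and 15.3 ± 18.5 CPM in CLP PCV, a log2 fold change of 6.80 (adjusted p = 0.271), which fell to 5.13 without CLP PCV 1. *Ccl4* (ENSMUSG00000018930, chromosome 11, 83662584 to 83664683) had 0.0350 ± 0.0607 CPM in sham PCV and 7.09 ± 9.40 CPM in CLP PCV, and *Il12a* (ENSMUSG00000027776, chromosome 3, 68690644 to 68698547), a gene of an Il12 subunit, had no count in sham PCV and 0.881 ± 0.399 CPM in CLP PCV, at least 55.3-fold higher. Over all genes, 0 of these 6 genes were called by edgeR, while all 6 had an unadjusted p under 0.05 and passed it when adjusted over the list alone, and DESeq2 called 5, not *Cxcl2*. The replicate block called 5 of the 6 (4 with bias adjustment). The sham and CLP samples did not overlap in any of the 6.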

We found upregulation of *Cxcl2* (macrophage inflammatory protein 2, Mip-2), *Tnfrsf1b* (Tnf Receptor Superfamily Member 1B), *Ccl3* (Mip-1-alpha), *Ccl4* (Mip-1β), *Il6* (interleukin 6) and *Il12* (interleukin 12) in septic PCV. In addition, receptor for Il1, *IL1r* was also highly upregulated in septic PCV in our study. Furthermore, we observed that *Cxc12* (stromal cell-derived factor 1) was downregulated in septic capEC.

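*Il1r1* (ENSMUSG00000026072, chromosome 1, 40225080 to 40317257) had 48.4 ± 0.848 CPM (SD, n = 3) in sham PCV and 116.5 ± 32.6 CPM in CLP PCV, a log2 fold change of 1.27 (standard error 0.27, adjusted p = 0.244 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called by DESeq2 and with a replicate block, but not with bias adjustment added. Over all settings tried the adjusted p ranged from 0.00548 to 0.623.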

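*Cxcl12* (ENSMUSG00000061353, chromosome 6, 117168535 to 117181367), taken as the gene of stromal cell-derived factor 1, had 254.1 ± 105.2 CPM (SD, n = 3) in sham capEC and 133.6 ± 35.7 CPM in CLP capEC. The log2 fold change was -0.93 (standard error 0.30, adjusted p = 0.422 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sham and CLP samples did not overlap, DESeq2 did not call the gene, and the replicate block did, but not with bias adjustment (adjusted p = 0.0956), with adjusted p from 0.0016 to 0.763 over all settings tried.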

Accumulating studies have shown that expression of cell adhesion molecules on EC and subsequent adhesion and migration of leukocytes via EC play a central role in septic-induced tissue injury [40,41,42]. Importantly, several experimental sepsis studies demonstrated that neutrophil infiltration through postcapillary venules is a rate limiting step [42,43,44]. In our study we observed significant upregulation of genes on the lung EC related to leukocyte migration. For example, genes related to leukocyte adhesion to EC, such as *Selp* (P-selectin), *Icam1* (intercellular adhesion molecule 1), were significantly upregulated in PCV during sepsis. In addition, we observed upregulation of *Sele* (E-selectin) in our data (not in the top 500). Activation of these selectins on endothelium has previously been shown to facilitate leukocyte and platelets binding via their surface glycoproteins [45,46]. 

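*Selp* (ENSMUSG00000026580, chromosome 1, 164115264 to 164150026) had 146.5 ± 108.0 CPM (SD, n = 3) in sham PCV and 1384 ± 1223 CPM in CLP PCV, a log2 fold change of 3.24 (standard error 0.81, adjusted p = 0.295 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which fell to 2.25 without CLP PCV 2. *Icam1* (ENSMUSG00000037405, chromosome 9, 21015985 to 21028817) had 493.7 ± 180.6 CPM in sham PCV and 1399 ± 874.6 CPM in CLP PCV, a log2 fold change of 1.50 (standard error 0.46, adjusted p = 0.396). By edgeR, 0 of these 2 genes were called over all genes, both had an unadjusted p under 0.05 and passed it when adjusted over the list alone, and DESeq2 called *Selp*. The replicate block called 1 of the 2 (0 with bias adjustment). In both genes every CLP sample lay above every sham sample. Over all settings tried, the adjusted p ranged from 2.59e-07 to 0.602 for *Selp* and from 0.00323 to 0.675 for *Icam1*.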

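*Sele* (ENSMUSG00000026582, chromosome 1, 164048234 to 164057677) had 27.7 ± 26.1 CPM (SD, n = 3) in sham PCV and 90.7 ± 72.2 CPM in CLP PCV, with samples that overlapped, and a log2 fold change of 1.71 (standard error 0.89, adjusted p = 0.704 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which fell to 0.85 without CLP PCV 2. It ranked 2710 by p among the genes tested in PCV, and neither edgeR nor DESeq2 called it.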

We also observed significant enrichment of glycosylation pathway in PCV which is known to regulate leukocyte recruitment and inflammation [47]. Moreover, similar to other studies [48,49], we found a significant upregulation of Icam1 in capEC, suggesting that activated leukocytes might bind with Icam1 and plug into capEC and cause EC damage.

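In capEC, *Icam1* had 266.6 ± 69.5 CPM (SD, n = 3) in sham capEC and 1027 ± 693.1 CPM in CLP capEC, a log2 fold change of 1.95 (standard error 0.40, adjusted p = 0.159 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every CLP sample lay above every sham sample, and DESeq2 and the replicate block called the gene. EdgeR called it without CLP capEC 1 (adjusted p = 0.0453), CLP capEC 2 (0.032) or CLP capEC 3 (0.019), and all settings together gave 1.19e-17 to 0.44.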

We identified several transcription factor targets of our DEGs, of which NF-κB transcription factor plays a pivotal role in modulation of immune response during sepsis [50]. Accumulating data suggest that homo- and heterodimers of NF-κB transcription factors, such as, p65, RelA, RelB, cRel, p50, p52, p65, play a major role in regulating genes involved in aggravated inflammatory responses, including synthesis of cytokines, coagulation factors and cell adhesion molecules [51,52]. An oligonucleotide decoy of transcription factor, NF-κB, has been shown to reduce acute lung injury in CLP-induced mouse model of sepsis [53]. Targeting transcription factors using small molecules is known to be difficult because of complicated protein–protein and/or protein-DNA interactions. Interestingly, recent progress in peptide-based drug targets has been shown to accomplish such challenges to some extent [54,55]. However, it should be noted that targeting a transcription factor that regulates many biological processes may simultaneously disrupt other critical physiological responses, and further research is needed before clinical use.

The spectrum of EC dysfunction during sepsis is so complex that a detailed presentation of all aspects of changes is not possible in this paper. Nevertheless, we tried to discuss important molecular changes covering, EC barrier dysfunction, activation of coagulation system in relation to EC, leukocyte-EC interactions in relation to lung failure. In addition to confirming genes previously identified in sepsis, we identified several novel genes and candidate transcription factors of potential importance in sepsis. The functional role of previously unaddressed genes as well as the possibility of using some of these genes as early markers of lung damage and targeting of candidate transcription factors should be subjects of future experimental and clinical studies.

## 4. Materials and Methods

### 4.1. Animal Experiments

All experiments were conducted in accordance with the legislation on the protection of animals and approved by the Regional Ethical Committee for Animal Experimentation at Lund University, Lund, Sweden (Permit number: 5.8.18-08769/2019). Male C57BL/6 mice (20–25 g) were obtained from Zanvier labs, Le Genest-Saint-Isle, France, and kept in a pathogen-free facility on a 12–12 h light-dark cycle with free access to food and tap water. Mice were housed at least one week to acclimate to the new surroundings. Animals were anesthetized with 75 mg of ketamine hydrochloride (Hoffman-La Roche, Basel, Switzerland) and 25 mg of xylazine (Janssen Pharmaceutical, Beerse, Belgium) per kg body weight. The ARRIVE guidelines were followed for all animal experiments [56]. Experimental lethal grade sepsis was induced by cecal ligation and puncture (CLP) as described elsewhere [57], and this model of sepsis is known to cause massive infiltration of neutrophils and lung injury [58,59]. Briefly, cecum was exposed, and feces were pushed towards the ascending colon. A ligature was made below the ileocecal valve covering 70% of the cecum, thereafter the cecum was punctured twice with a 21-gauge needle. Mice were returned to their cages and reanesthetized for sample collection 4 h after CLP procedure. For RNA-sequencing fresh samples were digested for single-cell suspension and lung EC were sorted out for total RNA extraction as described below. In separate experiment, blood and lung tissues were collected for biochemical and immunoassays as described below.

### 4.2. Endothelial Subsets Sorting and Total RNA Extraction

For EC subsets isolation, lung tissues were taken from the mice and digested to single-cell suspension. Briefly, tissues were minced in ice-cold HBSS and washed by centrifugation. Tissue pellets were then digested in HBSS media containing 0.2 mg/mL collagenase P, 0.8 mg/mL dispase II, 0.01 mg/mL DNase for 60 min at 37 °C with gentle rocking. Dissociated cell suspensions were collected in FBS to stop digestion then passed through 100 μm filter followed by 40 μm filter. ECs were enriched from the resulting cell suspensions by depletion of hematolymphoid cells and epithelial cells using anti-CD45 and anti-CD326 microbeads (Miltenyi Biotech, Bergisch Gladbach, Germany). Enriched ECs were labelled with antibodies for FACS sorting. Briefly, anti-CD31 was used as the primary defining EC marker and anti-gp38 to distinguish between lymphatic (gp38+CD31+) and blood (gp38-CD31+) EC. A pool of lineage markers (anti-CD45, -CD11a, -TER119, -EpCAM) and 7-AAD were used to exclude hematolymphoid, epithelial, stromal cells and dead cells from the analysis. CapEC subset was identified as CD31+Icam1+Vcam1- and PCV subset was identified as CD31+Icam1+Vcam1+. EC subsets were sorted directly into RLT buffer (Qiagen, West Sussex, UK). Total RNA was isolated from the sorted cells with RNeasy Plus Micro kit (Qiagen) and the quality of RNA was checked by Bioanalyzer RNA 6000 pico assay (Agilent, Santa Clara, CA, USA). Cell isolation, purification and sorting were conducted in the presence of RNase inhibitor (Sigma-Aldrich, Stockholm, Sweden) throughout the protocol.

### 4.3. RNA Sequencing and Data Analysis

For whole-transcriptome analysis, sequencing was performed at the Center for Translational Genomics (CTG), Lund University and Clinical Genomics Lund, SciLifeLab. Briefly, sequence library was prepared using SMARTer^®^ Stranded Total RNA-Seq Kit v2-Pico Input Mammalian (634411, Takara Bio USA Inc., Mountain View, CA, USA. After library preparation and quality check, the double-stranded-cDNA was sequenced on NextSeq 500 (SY-415-1001, Illumina) using (read one-index reads-read two, bp): 75-8-8-75 setup. The sequencing data was analyzed using the following pipeline: ‘Demultiplexing’ using the bcl2fastq2 software, ‘Raw Quality Control’ (QC) using FastQC, ‘Read Mapping and QC’ was performed using HISAT2 software, and the reference genome sequence was from the Ensemble database, the Mouse 38, and the annotation (GTF) was from the release 93, ‘Expression Counts’ was performed using the StringTie software and finally ‘Differentially Expressed Genes (DEGs)’ analysis was performed using DESeq2 in the statistical environment R (version 4.0.2). Variables with three or more samples having zero counts were filtered out before analysis. Volcano plots and heatmaps using DEGs were generated using Qlucore Omics Explorer software version 3.6 (33) (Qlucore AB, Lund, Sweden). Data were normalized to 2-logarithm and threshold was set to +1. Hierarchical clustering of variables and box color of heat maps was generated after data normalization to mean = 0, variance = 1.

### 4.4. Flow Cytometry

In a separate experiment, identity of capEC and PCV in enriched EC were confirmed by using additional capillary and venular markers. In one panel, anti-Icam1 and anti-CD63 antibodies were used to separate capEC and PCV from CD31+gp38- blood ECs (BECs) and in another panel anti-Ly6c and anti-Vcam1 antibodies were used to separate CD31+gp38- BECs. For Mac1 expression on blood neutrophils, blood was collected from the inferior vena cava in acid citrate dextrose (1:10) at 4 h after CLP induction. Cells were incubated with an anti-CD16/CD32 for 10 min to block FcγIII/IIRs and reduce non-specific binding. Then, cells were incubated with a phycoerythrin-conjugated anti-Ly6g (clone 1A8, BD Pharmingen, San Jose, CA, USA) antibody and an allophycocyanin (APC)-conjugated anti-Mac-1 (clone M1/70, integrin αM china, rat IgG2b, eBioscience Inc., San Diego, CA, USA) antibody at 4 °C for 20 min. Red blood cells were lysed and neutrophils were recovered following centrifugation. Flow cytometric analysis was conducted using Cytoflex flow cytometer (Becton Dickinson, Mountain View, CA, USA). Mac-1 expression (MFI, mean fluorescence intensity) was determined on gated Ly6g positive cells.

### 4.5. Myeloperoxidase (MPO) Assay

Polymorphonuclear leukocytes (PMNLs) are known to contain higher amounts of MPO than mononuclear leukocytes (MNLs) and frequently used as an indicator of PMNLs accumulation in the tissue [60,61]. For MPO assay, lungs were perfused with 10 mL PBS first and several pieces of lung tissue were snap frozen and stored at −80 °C for later assay. Frozen lung tissues were thawed and weighed and then homogenized in 1 mL mixture (4:1) of PBS and aprotinin (10,000 kallikrein inactivator units per ml; Trasylo, Bayer HealthCare AG, Leverkusen, Germany) for one minute. Homogenates were centrifuged for 10 min (15,300× *g*, 4 °C), and supernatants were frozen to −20 °C, and stored for other analysis. MPO activity was determined in the remaining pellets in accordance with an established protocol [60]. Pellets were resuspended in 0.2 M PB pH7.4, then centrifuged, the pellets were again suspended in one ml of 0.5% hexadecyl-trimethylammonium bromide buffer. The dissolved samples were frozen for 24 h, thawed, sonicated for 90 sec and put in a water bath (60 °C, 2 h). Enzyme reaction with substrate (3,3′,5,5′-Tetramethylbenzidine, TMB) (Sigma Aldrich, Stockholm, Sweden) as measured spectrophotometrically (450 nm, with a reference filter 540 nm, 25 °C). Data were expressed as MPO units per gram tissue.

### 4.6. ELISA

Plasma and lung levels of Il6 and Cxcl2 were quantified using double-antibody enzyme-linked immunosorbent assay kits (R&D Systems Europe, Ltd., Abingdon, Oxon, UK). For plasma, blood was collected from the inferior vena cava in acid citrate dextrose solution, and then centrifuged (2000× *g* for 10 min at 4 °C). After centrifugation, plasma samples were collected and stored at −20 °C for ELISA. For measurement of Il6 and Cxcl2 in lung tissue, lungs were perfused with 10 mL PBS first and several pieces of lung tissues were collected and snap frozen for later assay.

### 4.7. Gene Sets Enrichment Analysis and KEGG Pathway Analysis

In order to reveal and visualize biological processes involved in the pathogenesis of abdominal sepsis, we used Qlucore Omics Explorer software version 3.6 (33) (Qlucore AB, Lund, Sweden). For GSEA analysis, mouse gene symbols (first letter in upper case) were converted to human orthologs (all letters in upper case) using Ensembl databases by BioMart databases [62] in Bioconductor (version 3.12). GSEA analysis was performed using human orthologs which have corresponding mouse gene symbols. C5 gene ontology collection derived from the Molecular Signatures Database (MSigDB v7.2, Broad Institute, Cambridge, MA, USA) [63] was used for GSEA. Analysis was performed with a ranking metric based on two group comparisons. Qlucore GSEA displays Running Enrichment Score (RES), the match positions for the genes in the selected data set and the ranking metric values for the input gene list.

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses were performed using the top 500 DEGs from capEC and PCV in Database for Annotation, Visualization and Integration Discovery (DAVID version 6.7; http://david.abcc.ncifcrf.gov) (accessed date: 26 March 2021) [64,65]. GO biological process terms were based on biological process of Molecular Signatures Database (v7.2 MSigDB). Mouse gene symbols were converted to human orthologs using Ensembl databases as described above and then used in DAVID. Hierarchical clustering of variables and box color of heat maps were generated after data normalization to mean = 0, variance = 1 in Qlucore program.

### 4.8. Validation by qRT-PCR

For the validation of RNA sequencing data, total RNA was extracted from freshly collected lung tissue by using TRIzol (Invitrogen, Thermo Fisher Scientific, Inc., Waltham, MA, USA) and purified using Direct-zol RNA extraction kit (Zymo Research, Irvine, CA, USA) according to manufacturer’s recommendations. cDNA was synthesized using 0.5 µg total RNA using RevertAid First Strand cDNA Synthesis kit (Thermo Fisher Scientific™, Milford, MA, USA). Real-time polymerase chain reaction (RT-PCR) was performed using TB Green Advantage qPCR Premix (Clontech, Mountain View, CA, USA) in MX 3000P detection system (Stratagene, AH diagnostics, Stockholm, Sweden). Expression of target genes relative to GAPDH were determined using 2^−ΔΔCT^ method. Experimentally validated PCR primers from PrimerBank (https://pga.mgh.harvard.edu/primerbank/) (accessed date: 15 June 2021) were used for validation (Table 4).

### 4.9. Statistical Analysis

Statistical analysis of RNA-seq data was performed using DESeq2 in the statistical environment of R (version 4.0.2) and visualization was conducted using either Qlucore Omics Explorer (version 3.6 (33)) or R program. Box plots represent the median (25–75 percentile) and the whiskers extend from the minimum to the maximum levels. Dots represent sample expression values normalized to mean = 0, variance = 1 for RNAseq data or sample values for other experiments. Significant differences between two groups were evaluated using the student’s *t*-test. *p* < 0.05 was considered statistically significant and for RNAseq data p adjusted (padj) value indicates *p* value after correction using Bonferroni method. *n* represents number of animals or experiments per group.

## 5. Conclusions

Our results show that sepsis caused massive transcriptional changes and that these changes differ in capEC and PCV. We believe that beyond the discussion addressed here, our data will provide extensive resources for discovery of additional genes and pathways involved in other inflammatory lung diseases. In conclusion, through transcriptomic analysis of lung capEC and PCV, we have identified several new genes and possible pathways involved in leukocyte recruitment, dysfunction of endothelium and disruption of homeostasis. We propose that targeting some of the identified pathways or transcription factors regulating the above-discussed functions could be beneficial to ameliorate sepsis-induced organ damage in experimental and clinical settings.

## Figures and Tables

**Figure 1:**
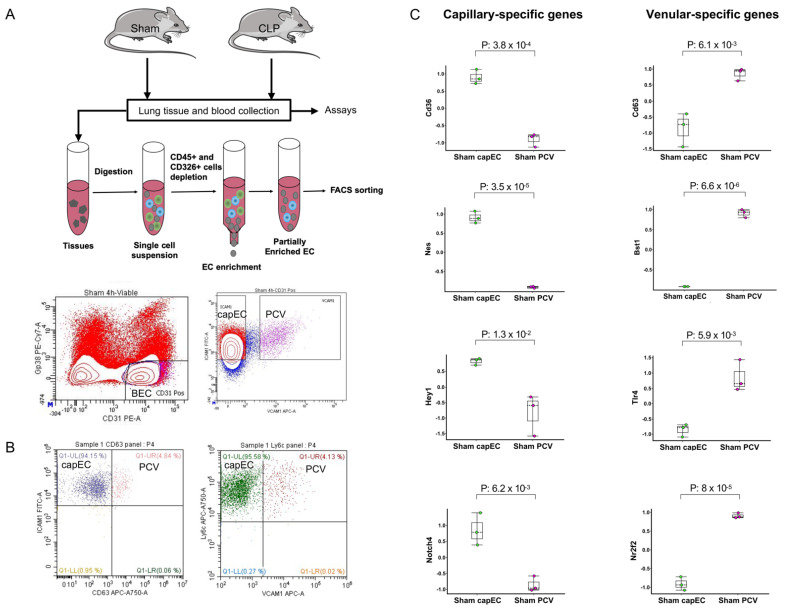
Lung endothelial subsets isolation and transcriptional signature genes. (**A**) Upper panel showing experimental design; middle panel showing lung tissue digestion and EC enrichment by depletion of CD45+ and CD326+ cells; lower panel showing flow cytometry gating strategy for the isolation of capEC and PCV from CD31+gp38− blood ECs (BECs) of lungs through the use of antibodies against Icam1 and Vcam1. (**B**) Identity of blood capEC and PCV was further confirmed by flow cytometry using Ly6c and venular-specific CD63 markers. (**C**) Expression of capillary-specific signature genes (*Cd36, Nes, Hey1* and *Notch4*) in CD31+Icam1+Vcam1- BECs and venular-specific signature genes (*Cd63, Vcam1, Tlr4* and *Nr2f2*) in CD31+Icam1+Vcam1+ BECs. Samples were collected 4 h after sham operation. Box plots represent the median (25–75 percentile) and the whiskers extend from the minimum to the maximum levels and dots represent sample values, normalized to mean = 0, variance = 1. *p*-value indicates statistical significance level.

**Figure 2:**
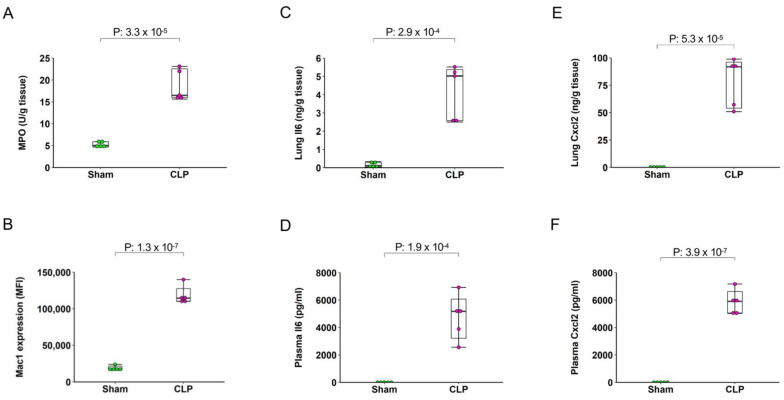
Tissue and systemic inflammation after induction of abdominal sepsis. (**A**) Pulmonary MPO; (**B**) Il6; (**C**) Cxcl2; (**D**) Mac1 expression on circulatory neutrophils; (**E**) plasma Il6 and (**F**) plasma Cxcl2. Samples were collected 4 h after sham and CLP. Box plots represent the median (25–75 percentile) and the whiskers extend from the minimum to the maximum levels and dots represent sample values and *n* = 5. *p*-value indicates statistical significance level.

**Figure 3:**
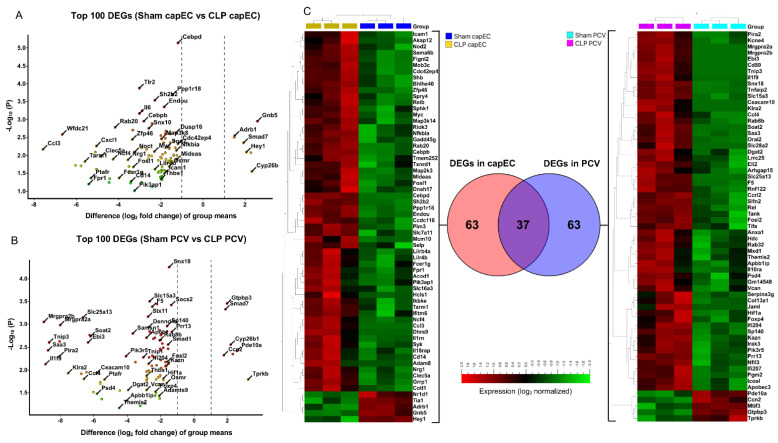
Top 100 differentially expressed genes (DEGs) in lung EC subsets. (**A**) Volcano plot showing top 100 DEGs in the capEC (sham capEC vs. CLP capEC), *p* ≤ 3.4 × 10^−6^, padj ≤ 0.0004. (**B**) Volcano plot showing top 100 DEGs in the PCV (Sham PCV vs. CLP PCV), *p* ≤ 1.9 × 10^−6^, q ≤ 0.0002. Volcano plot is constructed by plotting the negative log10 of the *p* value versus the group mean difference (log2 fold change). Variables are colored based on fold change, blue dots indicate upregulated in CLP and red dots indicate downregulated n CLP. Highly differed variables are in the top left and top right areas of the volcano plot. (**C**) Venn diagram showing overlapping of top 100 DEGs between capEC and PCV (middle panel), 84 different variables in capEC are shown in left heatmap and 84 different variables in PCV are shown in right heat map. Hierarchical clustering and box color of heat map are based on data normalization, mean = 0, variance = 1. *p*-value indicates statistical significance level and q-value indicates false discovery rate.

**Figure 4:**
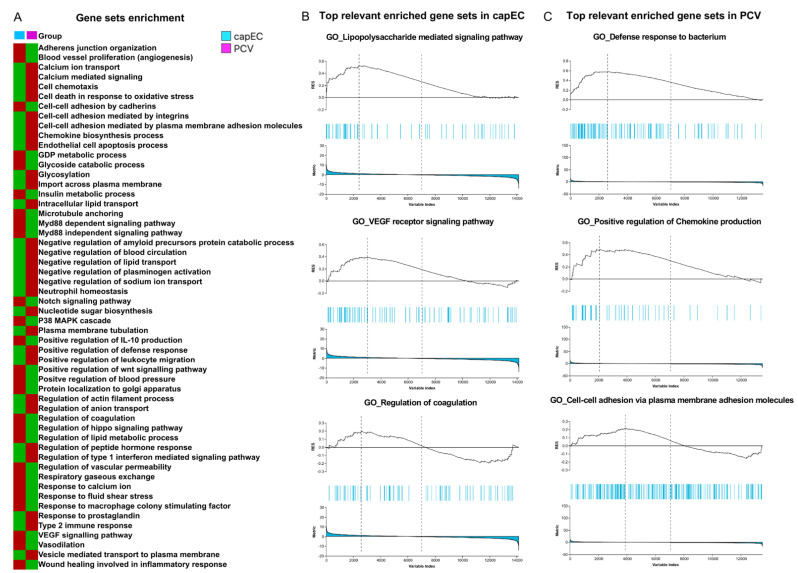
Gene sets enrichment analysis. (**A**) Heat map showing differentially enriched GO pathways based on normalized enrichment score in lung capEC and PCV after induction of sepsis, red indicates higher gene sets enrichment and green indicates lower gene sets enrichment. (**B**) Top three relevant enriched gene sets (human orthologs) in lung capEC. (**C**) Top three relevant enriched gene sets (human orthologs) in lung PCV. For GSEA analysis, mouse genes are converted to human orthologs as described in the materials and methods section. GSEA analysis was performed using gene sets derived from the GO Biological Process (BP) ontology of the Molecular Signatures Database (v7.2 MSigDB). Plots show running enrichment score (RES), the match positions for the genes (blue lines) in the selected data set and the ranking metric values for the input gene list.

**Figure 5:**
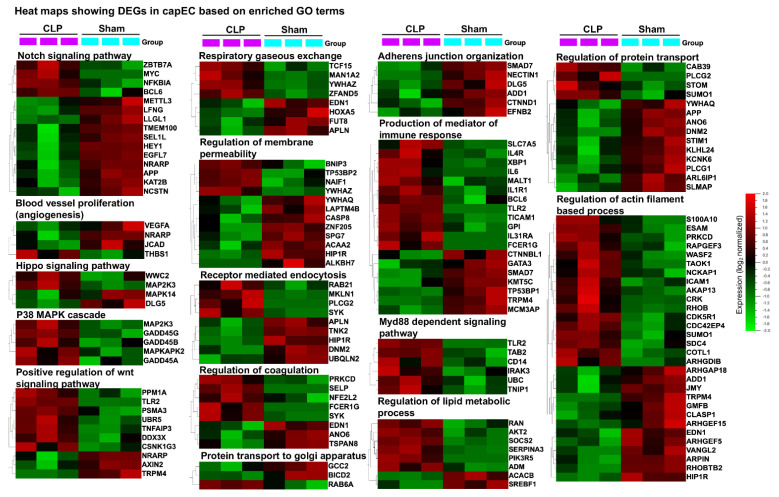
Heat maps showing DEGs (*p* ≤ 0.05) with GO enriched term in capEC. Samples were collected 4 h after induction of abdominal sepsis. GO terms were based on biological process of Molecular Signatures Database (v7.2 MSigDB). For GSEA analysis, mouse genes were converted to human orthologs as described in the materials and methods section. Hierarchical clustering of variables and box color of heat maps were based on data normalization, mean = 0, variance = 1.

**Figure 6:**
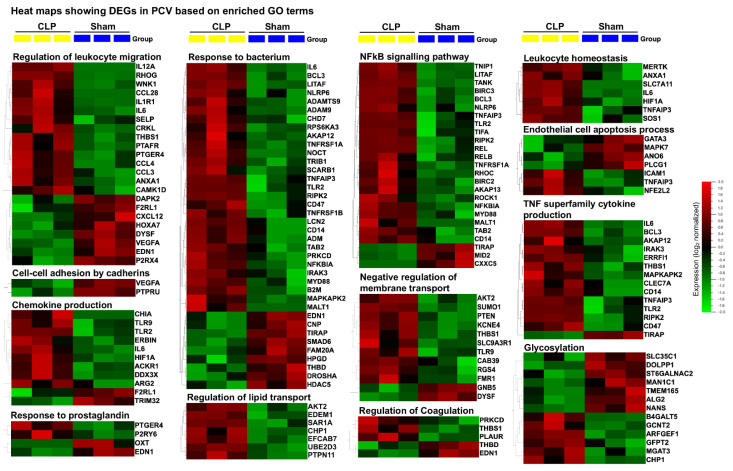
Heat maps showing DEGs (*p* ≤ 0.05) with GO enriched term in PCV. Samples were collected 4 h after induction of abdominal sepsis. GO terms were based on biological process of Molecular Signatures Database (v7.2 MSigDB). For KEGG pathway analysis, mouse genes were converted to human orthologs as described in the materials and methods section. Hierarchical clustering of variables and box color of heat map was based on data normalization, mean = 0, variance = 1.

**Figure 7:**
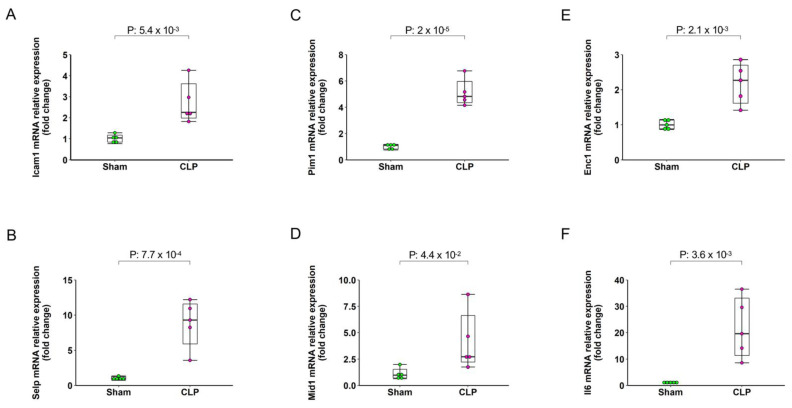
Validation of selected RNA-seq data by qRT-PCR. Samples were collected 4 h after induction of abdominal sepsis. Relative expressions of (**A**) *Icam1*, (**B**) *Selp*, (**C**) *Pim1*, (**D**) *Mid1*, (**E**) *Enc1* and (**F**) *Il6* mRNAs were quantified using qRT-PCR where GAPDH was used as a housekeeping gene for mRNA and expressions were determined using 2^−ΔΔCT^ method. Box plots represent the median (25–75 percentile) and the whiskers extend from the minimum to the maximum levels and dots represent sample values and *n* = 5.

**Table 1:** Top inflammation-related enriched KEGG pathways using top 500 DEGs from CapEC.

KEGG Pathway Term	Gene Count	*p*-Value	Fold Enrichment	Bonferroni	FDR
mmu04668: TNF signaling pathway	22	4.5 × 10^−12^	6.8	1.0 × 10^−9^	8.5 × 10^−10^
mmu04621: NOD-like receptor signaling pathway	10	3.7 × 10^−5^	5.9	8.4 × 10^−3^	1.7 × 10^−3^
mmu04620: Toll-like receptor signaling pathway	13	3.8 × 10^−5^	4.3	8.5 × 10^−3^	1.7 × 10^−3^
mmu04210: Apoptosis	10	5.7 × 10^−5^	5.6	0.012	2.1 × 10^−3^
mmu04064: NF-kappa B signaling pathway	12	1.2 × 10^−4^	4.1	0.027	3.3 × 10^−3^
mmu04060: Cytokine-cytokine receptor interaction	18	7.8 × 10^−4^	2.5	0.161	0.011
mmu04010: MAPK signaling pathway	17	3.0 × 10^−3^	2.2	0.49	0.028
mmu04115: p53 signaling pathway	8	3.4 × 10^−3^	4.0	0.53	0.028
mmu04350: TGF-beta signaling pathway	9	3.4 × 10^−3^	3.5	0.54	0.028
mmu04062: Chemokine signaling pathway	14	5.2 × 10^−3^	2.4	0.68	0.037

**Table 2:** Top inflammation-related enriched KEGG pathways using top 500 DEGs from PCV.

KEGG Pathway Term	Gene Count	*p*-Value	Fold Enrichment	Bonferroni	FDR
mmu04668: TNF signaling pathway	20	1.1 × 10^−10^	6.5	2.5 × 10^−8^	2.27 × 10^−8^
mmu04064: NF-kappa B signaling pathway	14	2.5 × 10^−6^	5.1	5.6 × 10^−4^	1.2 × 10^−4^
mmu04620: Toll-like receptor signaling pathway	14	4.1 × 10^−6^	4.9	8.8 × 10^−4^	1.5 × 10^−4^
mmu04621: NOD-like receptor signaling pathway	10	2.4 × 10^−5^	6.2	5.3 × 10^−3^	6.7 × 10^−4^
mmu04060: Cytokine-cytokine receptor interaction	20	4.3 × 10^−5^	2.9	9.3 × 10^−3^	1.0 × 10^−3^
mmu04210: Apoptosis	8	1.3 × 10^−3^	4.7	0.249	0.016
mmu04514: Cell adhesion molecules (CAMs)	13	1.8 × 10^−3^	2.8	0.335	0.022
mmu04630: JAK-STAT signaling pathway	11	7.3 × 10^−3^	2.7	0.794	0.065
mmu04066: HIF-1 signaling pathway	9	7.5 × 10^−3^	3.1	0.805	0.065
mmu04350: TGF-beta signaling pathway	8	9.4 × 10^−3^	3.3	0.871	0.072

**Table 3:** Top 5 transcriptional factor target (TFT) gene sets in lung capEC and PCV.

GSEA Name of TFT	DEGs (*p* < 0.05)
capEC	
GSEA_CREL_01	*BCL3, BIRC3, CASKIN1, CDC42SE1, CLDN5, CLOCK, COL11A2, CTDSP1, CYP2D6, FUT7, GPBP1, IER3, IER5, ITPKC, MAP3K8, MIDEAS, MOB3C, NFKBIA, PIK3R3, RAP2C, RBMS1, REL, RELB, S100A10, SDC4, STAT6, TACC1, TCF7L2, UBE2D3, UPF2, YWHAQ, YWHAZ, ZFAND3, ZNF593*
GSEA_NFKAPPAB65_01	*BCL3, BIRC3, CDC42SE1, CLDN5, CLOCK, COL11A2, CTDSP1, CYP2D6, FGF17, FUT7, GPBP1, HSP90B1, IER3, IER5, ILK, ITPKC, MAP3K8, MIDEAS, MOB3C, NFKBIA, NFKBIB, RAP2C, RBMS1, REL, RELB, RND1, SDC4, STAT6, UBE2D3, UPF2, YWHAQ, YWHAZ*
GSEA_ZNF791_TARGET_GENES	*ADA, BRWD1, CWC25, CYP2D6, FES, GIT2, RND1, SDC4, STAT6, ZNF827*
GSEA_TTGCWCAAY_CEBPB_02	*BNC2, CEBPB, HOXA5, KLF5, MIDEAS, NFKBIE, NRP2, RHOB, SLC7A11, TRIB1, VCAN*
MIR649	*ACER3, BICRAL, CACNA1H, CCDC6, GAPVD1, INPP5K, KPNA1, MEX3C, MOB1B, NUFIP2, RFX7, SENP5, STT3A, ZNF281*
PCV	
GSEA_GATA6_01	*ACKR1, BCL6, CTCF, ECHDC2, ERRFI1, FBRS, FOSL2, GPBP1, IGFBP5, KIZ, LHX6, LIMS1, LIX1, MID1, NOCT, NRAS, PCDH9, PFKFB1, PLAGL2, PSD4, SALL2, SLC39A14, SMAD5, TACC1, TGIF1, TGIF2, TPH2, UBE2H, WAPL, XPO6*
GSEA_TTGCWCAAY_CEBPB_02	*CSDE1, DBH, GSR, IDH1, IP6K2, MIDEAS, NFKBIE, RHOB, TRIB1, VCAN*
GSEA_MIR4769_3P	*BCL6, CCDC6, ERBIN, NFKBIE, PAK2, PTEN, WAPL*
GSEA_MIR362_5P	*ATF1, CPEB4, EDEM1, IDH1, LARP1B, PEG10, PLAGL2, RBM27, RPS6KB1, SNX18, SYNC, ADAM9, ATF1*
GSEA_CCTGAGT_MIR510	*CAPZA2, IP6K2, WAPL, ZHX2*

**Table 4:** List of primers for validation by qRT-PCR.

Mouse Gene Name		Primer Sequence (5′ -> 3′)	Length	Tm	Location
*Icam1*	Forward Primer	GTGATGCTCAGGTATCCATCCA	22	61.3	74–95
	Reverse Primer	CACAGTTCTCAAAGCACAGCG	21	62.0	286–266
*Mid1*	Forward Primer	CTGTGACGGCACCTGTCTC	19	62.3	1293–1311
	Reverse Primer	AAACGGCTGACTGTTGGTCTT	21	62.2	1497–1477
*Pim1*	Forward Primer	CTGGAGTCGCAGTACCAGG	19	61.4	100–118
	Reverse Primer	CAGTTCTCCCCAATCGGAAATC	22	60.7	240–219
*Enc1*	Forward Primer	CTGTTTCATAAGTCCTCCTACGC	23	60.4	64–86
	Reverse Primer	CACCACTGAACATGGCTTCG	20	61.3	232–213
*Il6*	Forward Primer	CCAAGAGGTGAGTGCTTCCC	20	62.2	462–481
	Reverse Primer	CTGTTGTTCAGACTCTCTCCCT	22	60.8	579–558
*Selp*	Forward Primer	CATCTGGTTCAGTGCTTTGATCT	23	60.5	69–91
	Reverse Primer	ACCCGTGAGTTATTCCATGAGT	22	60.8	173–152

## Data Availability

RNAseq data are deposited at Gene Expression Omnibus (GEO) database of NCBI (National Center for Biotechnology Information). (GEO Accession: GSE169532).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms221910181/s1.

How the deposited data were processed for this re-analysis (not part of the article)

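RNA was sequenced from 12 samples of lung EC, sorted from mice 4 h after CLP or a sham operation. They form 4 groups of 3, sham capEC, CLP capEC, sham PCV and CLP PCV. All 12 samples were used, and 0 sample columns of the count table were left out.

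The authors aligned paired reads with HISAT2 to the mouse genome GRCm38 and counted them per gene with StringTie. The deposited count table gives these counts as whole numbers derived from read coverage, without normalization and for all classes of genes. The authors also deposited a table for each CLP comparison with protein-coding genes only. Its values are the counts divided by one DESeq2 size factor per sample, which was checked on the files, where 100% of the values lay within 0.5 counts in each of the 12 samples. The log2 fold change in these tables, and its standard error, were computed by the authors with DESeq2 from those counts. The p value and adjusted p value were also computed by the authors with DESeq2. The count table as deposited by the authors also carries the GC content of each gene in percent, from the Ensembl annotation, which was not used here.

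The count table held 54510 rows. Identical repeated rows (151) were dropped, and the 2 differing rows of 127 gene identifiers were summed, which left 54232 identifiers, 22055 of them protein-coding. A symbol was carried by more than 1 identifier in 194 cases. Positions come from GENCODE M21 (GRCm38) and were joined by identifier.

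Total counts per sample ranged from 32221032 (CLP PCV 3) to 85594459 (sham capEC 3). At these totals, 3 counts over a group of sham samples are 0.0137 CPM in sham capEC and 0.0159 CPM in sham PCV. That was the limit used for genes with no count in a group. It covers counting error only, since reads were counted without molecular identifiers. No library repeated another: between replicates, the chi-square per degree of freedom was 126.4 to 376.2 and Pearson's r of log2 CPM across genes was 0.840 to 0.901.

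Tests used edgeR 4.0.16 in R 4.3.3, with TMM scaling, estimateDisp, glmQLFit and glmQLFTest at their defaults, and Benjamini-Hochberg adjustment with a threshold of 0.05. CLP was compared with sham within capEC and within PCV, and sham PCV with sham capEC, each on its own 6 samples. Genes with a count of 0 in at most 3 of the 6 samples were tested. The paper's methods describe a removal of variables with zeros in 3 or more samples, while the paper's supplementary lists hold genes with exactly 3 zeros, so the limit of 3 zeros was used and the stricter reading was an alternative. A difference between the subsets in the effect of CLP was tested as an interaction in a model of all 12 samples. The standard error of a log2 fold change is its size divided by the square root of F. Groups of 3 allow 10 splits, and an exact two-sided permutation test of a single gene cannot give a p under 0.1.

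The tests were checked on simulated data. With 200 genes given a log2 change of 2, the edgeR test called 33.2% of those tested in capEC, 16.1% in PCV and 28.2% in the sham comparison. At the same time it called 30, 8 and 14 unchanged genes. DESeq2 called 44%, 33.7% and 40.5%, with 111, 72 and 115 unchanged genes.

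Principal components were computed on TMM-scaled counts with values under 1 set to 1, on the log2 scale, with each gene at mean 0 and variance 1. Genes were ranked by p for the comparison of the first 100 and the first 500 genes. Table 3 of the paper was matched by spelling of the symbols. Lists of marker genes of other cells and vessels (17 lists) were tested with camera (preset correlation 0.01, and estimated) and fry in limma 3.58.1 on log2 CPM with a prior count of 2. Changes within samples of one number used log2 CPM with an offset of 1 CPM, and 0.1 CPM had been looked at first.

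The genes named are those the paper names for these samples, in the comparison its sentence is about, and in each comparison the 5 called genes with the lowest p in each direction whose groups do not overlap. The closing section also names genes of the marker lists and the 6 genes measured by qRT-PCR. The paper's tables and figures had been seen when this rule was set. Spellings were resolved to current symbols where possible (Jam1 to F11r as a synonym, Amica1 to Jaml, Nectin7 to Nectin1, Dmn2 to Dnm2, Tepan8 to Tspan8, Il12 to Il12a, IL1r to Il1r1, Cxc12 to Cxcl12). Icam19, Il1fa and Tb53bp1 match no gene, and the reading of Nectin7 as Nectin1 is not settled.

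Alternatives chosen before the data were examined were DESeq2 1.42.0, RLE size factors, total counts, other filters on low counts (fewer than 3 zeros, filterByExpr, none), protein-coding genes only, all 12 samples in one model, the replicate number as a block, limma on the authors' normalized values, other thresholds, and leaving out each sample in turn. Bias-adjusted and robust quasi-likelihood, alone, together and with other filters, the bias-adjusted form with a replicate block, the marker lists with a replicate block, and further settings for the shared genes and the correlation (no filter among them) were added after the data were seen. A sample left out keeps the limit of 3 zeros, now of 5 samples, so more genes are tested.

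Gene sets of GO, KEGG and MSigDB are not used here, so the paper's enrichment analyses were not repeated. A result on 1 gene that the paper names is not reported here. Flow cytometry, biochemical assays and qRT-PCR were not analysed here. Tables were made with Python 3.11, pandas 2.3.3 and numpy 2.4.6.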

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

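The tests of a lower share of endothelial cells, and of leukocyte RNA among the genes the paper names, were chosen only after the results were seen.

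Neutrophil genes were higher in CLP than in sham samples of both subsets. The paper does not discuss the genes of this list of 14 in its RNA results (its methods name an antibody to Ly6g), none of which reached 1 CPM in every sham library. Changes of lists are differences of mean log2 CPM with a prior count of 2. The median change of the neutrophil list was 3.29 in capEC, with 13 of 14 genes higher, and 5.94 in PCV, with 14 of 14 higher. From edgeR's fits the medians were 3.87 and 4.61. Camera with a preset correlation of 0.01 gave adjusted p of 6.35e-07 in capEC and 4.38e-09 in PCV. These calls do not hold with an estimated correlation (adjusted p 0.69 and 0.618) or under fry (0.423 and 0.301, and 0.227 in capEC with a replicate block). In capEC, S100a9 had 10.1, 1.33 and 1.30 CPM in the sham samples 1, 2 and 3 and 255, 6.35 and 35.6 CPM in the CLP samples. In PCV it had 46.7, 4.41 and 0 CPM in sham and 851, 40.9 and 390.0 CPM in CLP. Ltf had 9.75, 1.04 and 3.17 CPM in sham capEC, 134, 2.55 and 33.3 CPM in CLP capEC, 13.7, 1.88 and 0 CPM in sham PCV and 331, 12.8 and 269 CPM in CLP PCV. Between samples of one number, with an offset of 1 CPM, the list changed by 3.13, 0.27 and 3.20 in capEC and by 3.37, 1.34 and 5.80 in PCV. With an offset of 0.1 CPM, which had been looked at first, the changes were 3.64, 1.17 and 4.80 in capEC and 3.85, 3.30 and 8.40 in PCV.

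General leukocytes and monocytes and macrophages rose as well. The lymphocyte list showed no clear rise, with medians of -0.11 in capEC and 0.20 (mean -0.36) in PCV. General leukocyte genes had a median change of 2.47 in capEC and 3.04 in PCV, with 12 of 12 genes higher in both (camera with preset correlation, adjusted p 6.8e-05 and 9e-06), and 3 of the 12 had at least 1 CPM in every sham library. Monocyte and macrophage genes had 1.31 in capEC, with 14 of 14 higher, and 1.21 in PCV, with 12 of 14 higher (adjusted p 6.8e-05 and 0.01), and 4 of the 14 reached 1 CPM in every sham library. With the 1 gene at 0 in sham capEC (Adgre1), and the 1 at 0 in sham PCV (Fcgr1), set to the limit of 3 counts over the group, edgeR's medians were 1.39 and 1.45. Without a replicate block, none of these calls holds with an estimated correlation or under fry, where the adjusted p were at least 0.427 for general leukocytes and 0.423 for monocytes and macrophages. With a replicate block, fry gave 0.189 in capEC for each of these 2 lists. In the pairs, with an offset of 1 CPM, the monocyte and macrophage list changed by 1.16, 0.07 and 0.54 in capEC and by 0.61, -0.18 and 1.85 in PCV, so that it fell in 1 pair (by 0.50 with an offset of 0.1 CPM). No gene of the 3 lists is on another list, and none is among the genes the paper names from its RNA results, although its methods name antibodies to the products of Ly6g and Ptprc. The paper also reports Ly6c on lung endothelial cells, of which Ly6c2 on the monocyte list may be a gene, and it measured Mac1, of which the product of Itgb2 is a part.

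RNA from neutrophils in the sorted cells, which were depleted of cells with CD45, is a candidate explanation that these medians (3.29 and 5.94) are consistent with, as is RNA from monocytes or macrophages (1.31 and 1.21). A lower share of endothelial cells among the sorted CLP cells would raise the genes of other cells alike. In the 3 pairs of samples of one number, the neutrophil list rose above the epithelial list by at least 0.79 in capEC and by at least 1.95 in PCV, which argues against it as the whole cause. With an offset of 0.1 CPM the neutrophil list again rose above the epithelial list in every pair. The numbers pair some samples only weakly. Sham PCV 3 and CLP PCV 3 had a correlation of 0.091, and sham capEC 3 and CLP capEC 3 one of 0.108. The scaling and depth do not single out these genes, but GC content and gene length were not tested. More neutrophils held in the lungs after CLP and carried through the sort, incomplete depletion, and expression of these genes by endothelial cells stay open and were not tested. No test here tells a technical from a biological source.

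The genes the paper names in its top 100 lists may also carry leukocyte RNA. In pair 2, where general leukocyte genes changed least (-0.02 in capEC and 0.44 in PCV), the 21 genes named for capEC had a median change of 1.64 and the 18 named for PCV one of 2.46. In pairs 1 and 3 the medians were 2.35 and 1.42 in capEC and 2.63 and 1.73 in PCV. Since a single pair excludes nothing and the genes were picked for their rise, RNA from leukocytes and a change in endothelial cells cannot be told apart for these genes.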

How the results depend on the processing

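The bias-adjusted and robust forms of edgeR's test, the bias-adjusted form with a replicate block, and for the shared genes and the correlation also no filter, total counts, limma and further settings, were chosen only after the results were seen. Where no cause is named, the cause was not tested.

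The 10 genes called in capEC became 11 with RLE size factors or total counts, 9 with fewer than 3 zeros and 10 with protein-coding genes only or with a 2-fold limit added. They became 514 with DESeq2 (443 of them among the genes called in the authors' deposited table), 21 with all 12 samples in one model, 30 with limma on the authors' normalized values, 0 with filterByExpr and 702 with no filter. The threshold alone gave 2 with Bonferroni and 1505 with an unadjusted p and a 2-fold change. A replicate block gave 943, and with bias adjustment 202. Without a block, bias adjustment gave 28, 11 with filterByExpr and 717 with no filter. The robust form gave 33, and 0 with filterByExpr and 608 with no filter. Both together gave 54, and 26 with filterByExpr and 428 with no filter. With filterByExpr, edgeR had 1913 genes at an unadjusted p under 0.05. All 10 genes called were also called by DESeq2 and with a replicate block. Leaving out single samples gave 0 to 193.

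In PCV the 0 genes of edgeR (1844 at an unadjusted p under 0.05) stayed 0 with RLE size factors, total counts, fewer than 3 zeros, filterByExpr, protein-coding genes only, Bonferroni, a 2-fold limit added and the robust form, alone or with filterByExpr. They became 461 with DESeq2, 35 with all 12 samples in one model, 16 with limma on the authors' normalized values, 589 with no filter and 1333 with an unadjusted p and a 2-fold change. A replicate block gave 298, and with bias adjustment 242. Bias adjustment alone gave 15, also 15 with filterByExpr, and 198 with no filter. With the robust form as well there were 17, also 17 with filterByExpr, and 64 with no filter, and the robust form with no filter gave 203. Leaving out single samples gave 0 to 25, the 25 without CLP PCV 2.

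The 523 genes of the sham comparison stayed between 468 and 781 with RLE size factors, total counts, fewer than 3 zeros, filterByExpr, protein-coding genes only, all 12 samples in one model, a 2-fold limit added, bias adjustment, the robust form or both, and bias adjustment or the robust form with filterByExpr. They became 1912 with DESeq2, 1712 with no filter, 40 with Bonferroni and 3394 with an unadjusted p and a 2-fold change. A replicate block gave 1579, and with bias adjustment 1406. With no filter, bias adjustment gave 973, the robust form 1614 and both 904, and both with filterByExpr gave 803. Leaving out single samples gave 205 to 887.

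The interaction had 0 genes in edgeR (1078, or 3.72%, at an unadjusted p under 0.05, no more than that threshold would give with no effect). It had 39 with DESeq2, 69 with no filter, 3 with a replicate block and 1032 with an unadjusted p and a 2-fold change. The count with a replicate block is less certain, since F was negative for 1278 genes. Other alternatives gave 0, apart from the samples left out, which gave 0 to 1.

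The prior degrees of freedom, which set how far edgeR shares the spread between genes, were 7.05 in capEC, 5.09 in PCV and 5.48 in the sham comparison. With no filter they were infinite in capEC and in the sham comparison, and 59.2 in PCV. With a replicate block they were infinite in capEC. In simulated counts with no gene changed, DESeq2 called 31 to 72 genes in capEC, 57 to 64 in PCV and 63 to 92 in the sham comparison, edgeR 4 to 10, 1 to 2 and 0 to 3, the replicate block 6 to 13, 32 to 36 and 11 to 31, and the bias-adjusted replicate block 0 in each.

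The 31 genes shared among the first 100 were 56 with no filter, 26 with the robust form and no filter, 30 to 44 under the other alternatives, and 20 to 36 with single samples left out. The 182 shared among the first 500 were 155 to 272, and 146 to 185. Spearman's rho of 0.314 fell to 0.142 with no filter (also in the robust form, and 0.139 with bias adjustment). It was 0.356 with fewer than 3 zeros, 0.393 with limma, 0.399 with filterByExpr (also in the robust form, and 0.400 with bias adjustment) and 0.416 with protein-coding genes. It was 0.287 to 0.315 under the other settings, and 0.231 to 0.315 with samples left out. The share of component 1 between subsets, 80.6%, was 71.0% without scaling to equal variance, 21.6% for the 500 most variable genes and 71.7% to 82.9% with samples left out. The share of component 2 between treatments, 76.0%, was 44.8%, 13.6% and 17.2% to 78.0%.

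Of the named genes, 98 in capEC, 75 in PCV and 41 in the sham comparison were followed. F11r changed direction in the sham comparison without sham PCV 3 (-0.14), sham capEC 1 (-0.03) or sham capEC 2 (-0.03), and was 0.14 without sham capEC 3, beside 0.04 with all samples, and it was not called. The other genes kept their direction in every alternative run. All 9 named genes called in capEC lost the call without at least 1 sample, as did 8 of the 28 in the sham comparison. DESeq2 called 54 further genes in capEC, 62 in PCV and 7 in the sham comparison, and a replicate block 62, 56 and 7.

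Same-numbered samples resembled each other in capEC, in the sham comparison and within CLP, with Pearson's r of deviations from the group mean over 15189 genes of 0.101 to 0.373, but sham PCV 3 and CLP PCV 3 had 0.091. A replicate block in PCV therefore has 1 pair under the limit of 0.1. Its other pairs, with 0.259 and 0.333, lay above those of sham and CLP capEC (0.108 to 0.25). Genes without a count in a group are limited to a fold over 3 counts, and the lowest total, 32221032 in CLP PCV 3, limits what can be seen there.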

Differences from the paper's values

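The paper's text gives p ≤ 3.4e-6 for its first 100 genes in capEC, and the gene at place 100 here had 0.000613. The paper's adjusted p there is 0.0004, against 0.173 here. In PCV the paper's p is 1.9e-6, against 0.00105. There the paper gives a q of 0.0002, which it defines as a false discovery rate, against an adjusted p of 0.234. In the sham comparison the paper's p is 1.9e-15, against 1.55e-05, and the paper's adjusted p 2.9e-13, against 0.00392. Of the alternatives chosen before the data were examined, DESeq2 gave p that do not differ (3.26e-06, 2e-06 and 1.89e-15), and no other did. At place 100 of the paper's supplementary lists, which are sorted by p, the p are the paper's 3.72e-06, 4.67e-06 and 1.79e-15, so in PCV the paper's list and text differ, and the 2e-06 of DESeq2 is less than 0.5 times the p of the list. For the adjusted p, every alternative differs by more than 1.5 times, DESeq2 the least (0.000702, 0.000391 and 4.36e-13). The paper's statistics name the Bonferroni method for adjusted p, while in its lists the ratio of adjusted to unadjusted p is not constant (25.2 to 12600.0 in capEC), as it would be under that method. The adjusted p given here are Benjamini-Hochberg's.

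The paper's supplementary list for capEC holds 478 genes with an adjusted p under 0.05 among its 500, against 10 called here. DESeq2 (514) and no filter (702) lie within 1.5 times of that value, and the other alternatives set beforehand do not. With settings chosen after the values were seen, 717 (bias adjustment with no filter), 608 (robust form with no filter) and 428 (both with no filter) genes were called, and how many of the paper's called genes these leave out was not counted. For PCV the paper's list holds 435, against 0 here. DESeq2 (461), no filter (589) and the replicate block (298) lie within 1.5 times, and the other alternatives set beforehand do not. Of the 502 and 471 genes called in the authors' deposited tables, DESeq2 called 443 and 395 here, and the replicate block 423 and 203.

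The shared genes among the first 100 and 500 (31 and 182 here) do not differ by more than 1.5 times from the paper's numbers, apart from 20 among the first 100 without CLP capEC 2, sham capEC 1 or CLP PCV 2, and 56 with no filter. A log2 fold change was taken to differ when its sign did, or when it lay further from the paper's than the larger of the paper's standard error and edgeR's. With all samples, edgeR's log2 fold changes of the named genes found in the supplementary lists do not differ (66 in capEC, 67 in PCV and 27 in the sham comparison). With limma, 2 in capEC and 4 in PCV differ, without CLP capEC 2 there are 21, without CLP PCV 2 there are 18, and without any other sample up to 7.

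The paper places the difference between sham and CLP PCV on the first principal component, that between subsets on the second and that between sham and CLP capEC on the third. Here 80.6% of the first component lay between subsets and 76.0% of the second between treatments, in capEC (73.5%) and PCV (78.8%) alike, and 1.26% of the third between treatments. With the 500 most variable genes, 39.4% of the first component lay between treatments (55.1% within PCV and 45.5% within capEC) and 60.9% of the second between subsets, but 70.1% of the second within PCV lay between sham and CLP. Without scaling to equal variance 60.2% of the third component within capEC lay between sham and CLP, as did 80.4% without CLP capEC 2, where 73.2% of the first component within capEC did so too.

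The paper states that Cldn5 and Pecam1 were higher in CLP capEC. Their log2 fold changes here were -0.65 and -0.27, not called by edgeR or DESeq2, and with a replicate block Cldn5 was called as lower, but not with bias adjustment added. A gene spelled Tb53bp1 is named as higher, and of 2 genes it might stand for, Trp53bp1 had -0.51 and Trp53bp2 had 0.33, a spelling that could not be settled. The paper names Jam1 among genes of PCV. If it stands for F11r, of which it is read here as a synonym, that gene had a log2 fold change of 0.04 (adjusted p 0.967, edgeR with Benjamini-Hochberg). The other 5 genes named there, with Vcam1 (5.91) and Bst1 (5.27) among them, were higher in PCV.

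For many genes the paper calls significant, edgeR's adjusted p was not under 0.05. DESeq2 called all 37 shared genes in both subsets, all 21 named for capEC, all 18 named for PCV, and Selp and Il1r1 in PCV. Of the 7 genes that the paper lists as transcription factors, DESeq2 called all 7 in capEC and 5 in PCV, where *Relb* and *Cebpb* were not called. Icam1 in PCV, Cxcl12 in capEC and the genes named for vascular permeability in capEC were not called by DESeq2 either. A replicate block called Cxcl12, but not with bias adjustment added, a setting chosen after the values were seen.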

Other observations

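The test of capillary genes lower in sham PCV was chosen only after the result was seen, and so were the marker lists and the bias-adjusted form with a replicate block.

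Between sham PCV and sham capEC, lists of marker genes moved in both directions. Medians are differences of mean log2 CPM. Venous genes (6 of 7 named by the paper) had 4.54, arterial genes 2.36, large capillary genes -2.79 and general capillary genes -0.85. Camera with a preset correlation gave adjusted p of 4.96e-13, 0.00171, 9.31e-05 and 0.0693, and fry gave 0.00314, 0.00505, 0.0164 and 0.00883. Epithelial genes had 1.14 (10 of 11 higher, adjusted p 0.00821) and fibroblast and mural genes 1.14 (9 of 10 higher, adjusted p 0.00204), and immediate early genes of tissue dissociation had 0.55 (adjusted p 0.0136). These 3 calls do not hold under fry (0.548, 0.421 and 0.548) or with an estimated correlation (0.578, 0.578 and 0.651). With a replicate block, fry called fibroblast and mural genes (0.0412) but not epithelial (0.104) or immediate early genes (0.104). No list was called with an estimated correlation. The epithelial gene Sftpc had 201, 36.9 and 79.3 CPM in sham capEC and 884, 68 and 302 CPM in sham PCV. Epithelial genes reached 1 CPM in every sham library in 6 of 11 cases and mural genes in 7 of 11.

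RNA from epithelial or mural cells in the sorted PCV is a candidate explanation for part of the genes higher in PCV, which the median of 1.14 is consistent with. Diluting capillary RNA evenly would lower all endothelial genes alike. The large capillary list fell by 2.79 while genes of all endothelial cells had -0.31, and in the 3 pairs the former had -2.04, -3.15 and -2.25 and the latter -0.34, -0.23 and -0.31. This argues against such RNA as the cause of the genes lower in PCV. A difference between the 2 subsets themselves stays open.

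The remaining lists in the sham comparison had medians of 0.98 (lymphatic, adjusted p 0.12), 0.79 (mesothelial, 0.192), 0.39 (erythroid, 0.51), 0.25 (platelet, 0.197), -0.31 (all endothelial cells, 0.172), 1.00 (general leukocytes, 0.102), 0.82 (monocytes and macrophages, 0.142), -0.36 (neutrophils, 0.606), -0.77 (lymphocytes, 0.58) and -0.47 (Y chromosome and Xist, 0.716), all from camera with a preset correlation. For neutrophils, edgeR's fits had a median of 1.54, the opposite sign. With genes at 0 in a group set to the limit, it was -1.75 for lymphocytes (2 such genes), 0.82 for monocytes and macrophages (1) and 5.27 for venous genes (1, Ackr1). The large capillary call does not hold under fry with a replicate block (0.101). With a replicate block, camera also called lymphatic genes (0.0225), monocytes and macrophages (0.0143) and general leukocytes (0.00572). Fry with the block also called genes of all endothelial cells, as lower in PCV (0.0412).

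Between CLP and sham capEC, these are the medians of the lists apart from neutrophils, general leukocytes, and monocytes and macrophages. They were 0.61 (venous, 0.02), -0.68 (arterial, 0.152), -0.31 (all endothelial cells, 0.187), -0.26 (general capillary, 0.673) and -0.41 (large capillary, 0.431). They were 0.13 (epithelial, 0.483), -0.27 (fibroblast and mural, 0.583), 0.32 (lymphatic, 0.673), 1.53 with a mean of 0.72 (mesothelial, 0.483) and -0.44 (erythroid, 0.817). The rest were -0.11 (platelet, 0.949), -0.11 (lymphocytes, 0.849), 0.14 (immediate early, 0.583) and 0.06 with a mean of -0.20 (Y chromosome and Xist, 0.849). For lymphocytes, with the 1 gene at 0 in a group at the limit, edgeR's median was 0.41. The venous call does not hold under fry (0.423).

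Between CLP and sham PCV they were -0.62 (arterial, 0.01), -0.39 (all endothelial cells, 0.01), -0.26 with a mean of 0.86 (venous, 0.82), -0.29 (general capillary, 0.771), 0.22 with a mean of -0.29 (large capillary, 0.82), 0.01 (epithelial, 0.82), 0.23 (fibroblast and mural, 0.82), -0.01 (lymphatic, 0.82), -0.29 (mesothelial, 0.82), -0.86 (erythroid, 0.477), 0.19 (platelet, 0.477), 0.20 with a mean of -0.36 (lymphocytes, 0.82), -0.19 (immediate early, 0.477) and 0.40 (Y chromosome and Xist, 0.477). The arterial and endothelial calls do not hold under fry (0.0669 and 0.0751).

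EdgeR called 10 genes in capEC and 0 in PCV (1844 at an unadjusted p under 0.05, and 461 called by DESeq2). The difference in the effect of CLP itself was tested with the interaction, which edgeR called for 0 genes (1078 at an unadjusted p under 0.05, and 39 called by DESeq2). The 1078 are 3.72% of the genes, no more than that threshold would give with no effect. The PCV samples had a median of 18636 genes with at least 10 counts, against 21646 in capEC. Because depth and the number of genes detected differ with the subset, their part in the different numbers of genes called cannot be told apart from the subset itself.

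Splitting the same samples in other ways tests whether chance can be excluded. In capEC the real split gave the largest number of edgeR's called genes, 1 of 10 splits, and the other 9 gave 0. In the sham comparison the real split again was 1 of 10, and the others gave 0. With 10 splits the share is never under 0.1, so the splits alone cannot exclude chance in either comparison. In counts simulated with no gene changed, edgeR called 3, 0 and 0 genes in the sham comparison, against 523. As far as the simulation reflects the samples, this argues against chance for the sham calls. In capEC the simulated counts gave 4, 5 and 10 genes, against 10, so chance stays open for capEC. In PCV (10 of 10 splits) and for the interaction (40 of 40 drawn from 200), the real count is 0, which every split reaches, so the splits say nothing about chance there. Other splits gave up to 5 genes in PCV and up to 4 for the interaction. Where the numbers pair the samples, the real split was compared with the 3 others that part every pair. With a replicate block, these gave up to 93 genes in capEC, against 943, and 0 in the sham comparison, against 1579. With bias adjustment added they gave 0 in both, against 202 and 1406. In PCV, where 1 pair fell short of the correlation limit, these splits gave 0 in both forms, against 298 and 242. So few splits cannot exclude chance.

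The 6 genes measured by qRT-PCR in whole lung had these log2 fold changes in the sorted cells. In capEC they were 1.95 for Icam1, 1.28 for Pim1, 1.14 for Enc1, 3.11 for Selp, 0.42 for Mid1 and 3.01 for Il6. In PCV they were 1.50, 1.48, 0.58, 3.24, 1.88 and 2.85 in the same order. EdgeR called 0 of them in either subset, while DESeq2 called 5 in capEC, not Mid1, and 4 in PCV, not Icam1 and Enc1.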
